# Infiltration-RNAseq Reveals Enhanced Defense Responses in *Nicothiana benthamiana* Leaves Overexpressing the Banana Gene *MaWRKY45*

**DOI:** 10.3390/plants14030483

**Published:** 2025-02-06

**Authors:** Sergio García-Laynes, Carlos Ligne Calderón-Vázquez, Carlos Puch-Hau, Virginia Aurora Herrera-Valencia, Santy Peraza-Echeverria

**Keywords:** *Nicotiana benthamiana*, banana, *MaWRKY45*, Infiltration-RNAseq method, plant immunity

## Abstract

The banana gene *MaWRKY45* gene encodes a WRKY transcription factor (TF) that is closely related to *OsWRKY45*, which is a master regulator of defense responses in rice. MaWRKY45 is a transcription factor with proven transactivation activity and nuclear localization. Its expression is upregulated by the defense phytohormones salicylic acid (SA) and jasmonic acid (JA). Despite these findings, its transcriptome-wide impact during overexpression remains unexplored. Accordingly, the present study employed the Infiltration-RNAseq method to identify differentially expressed genes (DEGs) resulting from the overexpression of *MaWRKY45* in the leaves of the model plant *Nicotiana benthamiana*. A total of 2473 DEGs were identified in *N. benthamiana* leaves overexpressing the banana gene *MaWRKY45*. Of these, 1092 were up-regulated and 1381 were down-regulated. Among the genes that were found to be up-regulated, those encoding proteins that are involved in plant immunity were identified. These included disease resistance receptors, proteins that are involved in cell wall reinforcement, proteins that possess antimicrobial and insecticidal activities, and defense-related TFs. It was thus concluded that the function of the banana gene *MaWRKY45* is associated with the plant immune system, and that its overexpression can lead to enhance defense responses.

## 1. Introduction

The banana is a staple food for millions of people in the tropics and is one of the most prolifically produced fruits in the world, with an estimated 170 million tons produced annually. Its estimated value is over USD 51 billion [1], making it a significant source of foreign currency for many countries. Furthermore, this fruit crop represents a significant source of foreign currency for the leading exporters, with approximately 15% of production traded internationally, valued at an estimated USD 13.6 billion [1]. The majority of bananas produced are consumed locally, thereby ensuring food security for millions of people in developing countries. Fungal diseases represent a significant challenge to global banana production. Among these, black Sigatoka, caused by the airborne pathogen *Pseudocercospora fijiensis*, is particularly destructive to susceptible cultivars, leading to leaf necrosis and premature fruit ripening. At present, the primary method for controlling this pathogen in commercial plantations is through the extensive use of fungicide applications, which has the dual effect of increasing production costs and contributing to environmental pollution. A more serious fungal threat is Fusarium wilt, which is caused by the soil-borne pathogen *Fusarium oxysporum* f. sp. *cubense* (Foc). This pathogen infects the roots of susceptible cultivars, causing lethal vascular wilt [2,3]. The strategy of controlling this pathogen in the field with fungicides has proven to be ineffective. The emergence of Foc Tropical Race 4 (TR4) has resulted in a pandemic situation, placing the food security of millions of people at significant risk. It is therefore imperative to identify a more effective and sustainable method of controlling these pathogens in the field, such as genetic resistance. In this regard, the genomes of numerous wild bananas that exhibit resistance to the most detrimental diseases affecting banana cultivars have been sequenced [4,5,6], thereby facilitating the study of gene families involved in plant immunity and accelerating the selection of candidate genes for genetic improvement programs. Research into enhancing banana resistance to fungal pathogens through genetic transformation has been reported [7,8]. However, it is essential to identify additional genes involved in plant immunity in order to expand the repertoire of biotechnological tools necessary to combat the aggressiveness and rapid evolution of these fungal threats.

WRKY transcription factors (TFs) are key regulators of plant immune responses, binding to cis-regulatory elements in gene promoters to activate or repress transcription. These proteins are part of a large plant-specific gene family, characterized by a conserved WRKY domain (~60 amino acids) at the N-terminus and a zinc-finger motif at the C-terminus [9]. WRKY transcription factors bind to the W-box cis-acting element, which is composed of the sequence TTGACY, in the promoters of their target genes. The W-boxes are pervasive in the promoter regions of stress-inducible genes [10,11]. Based on the number of WRKY domains and the type of zinc finger motif present, three major groups of WRKY proteins have been identified [12]. Group I comprises two WRKY domains in tandem and a C2H2 zinc finger, whereas groups II and III contain only one WRKY domain with either a C2H2 zinc finger (group II) or a C2HC zinc finger (group III). Overexpression of WRKY genes has been demonstrated to confer disease resistance against a broad range of pathogens [9,13], positioning them as a promising class of TFs for engineering broad-spectrum resistance in crops. One of the most promising WRKY candidates in monocotyledonous (monocot) crops is the rice *OsWRKY45*. Overexpression of this gene in transgenic rice resulted in increased resistance against both bacterial and fungal pathogens [14,15]. However, constitutive overexpression of *OsWRKY45* caused adverse effects on growth and yield [14,15]. The overexpression of this TF was optimized in transgenic rice by utilizing either a moderate constitutive promoter or a pathogen-inducible promoter, resulting in rice plants without adverse effects on growth and development [16,17]. These findings have initiated a novel area of research in WRKY bioengineering, with the objective of enhancing the immune system in crops of significant importance to food security, while avoiding any adverse effects on agronomic traits.

A recent study has identified a potential orthologue of *OsWRKY45* in a wild banana (*Musa acuminata* ssp. *malaccensis*), which has demonstrated resistance to the most damaging pathogens of commercial bananas. This gene has been designated *MaWRKY45*, reflecting its close phylogenetic relationship with *OsWRKY45* [18]. Both MaWRKY45 and OsWRKY45 are classified as group III WRKY TFs. Additionally, the MaWRKY45 protein was observed to localize to the nucleus of onion epidermal cells and demonstrate transcription activity in yeast cells. Notably, the *MaWRKY45* gene exhibited increased expression in response to the phytohormones salicylic acid (SA) and jasmonic acid (JA) in banana plants. Both SA and JA play a pivotal role in immune responses, including systemic acquired resistance (SAR) and induced systemic resistance (ISR), respectively [19].

To gain new insights into the function of a TF, the strategy of overexpression in transgenic plants has proven useful in gathering information about the genes that act downstream of a particular TF [20]. Nevertheless, this approach is laborious and time-consuming in the context of tropical fruit crops. It can take up to 15 months to obtain stable transgenic plants in banana [21]. Furthermore, the overexpression of TFs in transgenic plants can result in adverse effects on growth and development, which can delay the in vitro regeneration process [22]. A novel approach, termed Infiltration-RNAseq, has recently been developed, which combines the rapid and straightforward agroinfiltration technique with high-throughput RNA sequencing technology. This method has been employed for the profiling of transcription factor-mediated gene expression changes [23]. The proof of concept for the Infiltration-RNAseq method was demonstrated using a *Medicago truncatula* MYB TF gene (*MtLAP1*) involved in the regulation of the anthocyanin pathway. This gene was transiently overexpressed in the leaves of *M. truncatula* plants, and their transcriptome was subsequently analyzed. Leaves agroinfiltrated with *MtLAP1* exhibited red coloration, indicative of the production of the anthocyanin pigment. The transcriptome profile demonstrated the upregulation of numerous genes encoding enzymes and transcription factors involved in the anthocyanin biosynthetic pathway. Additionally, the Infiltration-RNAseq method was employed in the model plant *Nicotiana benthamiana* to transiently overexpress TF genes from other plant species, including *AcMYB10* and *AtLEC2* from kiwi fruit and *Arabidopsis*, respectively. The Infiltration-RNAseq method was completed in a few days in both *M. truncatula* and *N. benthamiana*, a significant reduction in time compared to the months typically required for stable genetic transformation. This approach has the potential to accelerate the functional analysis of other classes of transcription factors [23]. The utility of *N. benthamiana* in providing molecular and cell biological support to less tractable systems is unprecedented in plant biology [24]. *N. benthamiana* has been used to characterize proteins from many agronomically important monocots (including banana) or dicots (dicotyledonous plants). The use of *N. benthamiana* covers a wide range of applications, including protein localization, protein expression (such as vaccine antigens or antibodies), protein–protein interactions, protein purification, gene silencing and, most recently, infiltration RNA-seq [23,24].

In this study, we employed the Infiltration-RNAseq method to transiently overexpress the banana gene *MaWRKY45* in *N. benthamiana* leaves, thereby enabling the identification of transcription factor-mediated transcriptional changes. The analysis yielded insights into the involvement of multiple genes in plant biotic stress responses related to immune signaling, cell wall reinforcement, and antimicrobial activity. These findings indicate that *MaWRKY45* plays a pivotal role in regulating the banana immune response and offers novel insights into the transcriptional landscape orchestrated by a defense-related WRKY gene. Therefore, *MaWRKY45* is a promising TF for bioengineering disease resistance in banana cultivars against the primary fungal pathogens *P. fijiensis* and Foc, as well as in other staple crops facing similar threats. This could ultimately lead to a significant reduction in crop losses caused by plant pathogens.

## 2. Results

### 2.1. Analysis of N. benthamiana De Novo Reference Transcriptome Under Banana MaWRKY45 Overexpression

We obtained high-quality total RNA, confirmed by robust quality control metrics (see Table S1), ensuring integrity and suitability for downstream applications. The sequencing libraries passed stringent quality assessments (see Table S2), resulting in a total of 307,309,400 high-quality raw reads (see Table S3) from six libraries (*MaWRKY45* overexpression and mock, each with three biological replicates). 

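The 6 libraries were made from *N. benthamiana* leaves infiltrated with *Agrobacterium tumefaciens* LBA4404 that carried pCAMBIA2200::*MaWRKY45* (overexpression) or the empty pCAMBIA2200 vector (mock). Plants were 5 weeks old, the bacterial suspensions were at an OD600 of 1.0, and the leaves were sampled 3 days after infiltration. Each of the 3 replicates per group pooled RNA from 3 plants. The authors trimmed the reads with Trimmomatic, assembled them with Trinity, removed redundant contigs with CD-HIT-EST, mapped the reads to the unigenes with Bowtie2 and estimated counts with RSEM. The deposited table holds whole-number counts of read pairs per unigene, equal in every library to the deposited RSEM expected counts, and not normalized. The total count was 14228090, 14285138 and 12031310 in mock replicates 1, 2 and 3, a median of 14228090, and 12590186, 13465854 and 12734851 in overexpression replicates 1, 2 and 3, a median of 12734851. These totals amount to between 85.5 and 87.0% of the read pairs that the paper lists as mapped. The paper's number of clean reads ranges from 45366776 in mock replicate 3 to 55770394 in mock replicate 2. The read files themselves were not used here, so trimming, assembly and mapping stand as the authors made them.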

The assembly statistics revealed a N50 contig of 1289 and an average contig size of 782 (Table 1). A total of 189,020 contigs were assembled, of which 167,935 were identified as unigenes and selected for further analysis. Additionally, 24,853 unigenes with open reading frames (ORFs) were identified.

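All 167935 unigenes are listed in the deposited count table. Of these, 160339 had at least 1 count in at least 1 library, 57428 had at least 1 count in all 6 libraries, and 7596 had no count. The number of unigenes with a count was 111300, 108140 and 95744 in mock replicates 1, 2 and 3 and 94870, 106948 and 107007 in overexpression replicates 1, 2 and 3. The deposited annotation gives at least 1 GO term for 41750 unigenes, a UniProt match for 34081, an NR match for 61072 and a Pfam domain for 37552. Each unigene belongs to a different Trinity gene, so that counts per unigene and per Trinity gene are the same.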

### 2.2. Global DEG Analysis of N. benthamiana Leaves Overexpressing MaWRKY45

To identify DEGs, we conducted a comparative analysis of the expression profiles between *MaWRKY45* overexpression samples and mock samples. 

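For this comparison the deposited counts were tested with edgeR's quasi-likelihood F test, the 3 *MaWRKY45* overexpression libraries against the 3 mock libraries, after TMM normalization and without a covariate. The TMM factors lay between 0.939 and 0.980 in the mock libraries and between 1.02 and 1.08 in the overexpression libraries. The test covered the 37201 unigenes that passed edgeR's default expression filter (filterByExpr), which hold 98.4% of all counts. P-values were adjusted over these unigenes by the Benjamini-Hochberg method, and an adjusted p from this test is given as edgeR's BH-adjusted p. As in the paper, a unigene was called a DEG when the adjusted p was under 0.05 and the fold change at least 2. The common dispersion was 0.0706, a biological coefficient of variation of 0.266 between libraries of a group. Expression is given in TMM-normalized CPM (TMM CPM) as the mean ± SD of the 3 libraries, and each log2 fold change carries a standard error (SE) derived from the F statistic. An exact permutation test of 3 libraries against 3 cannot give a p under 0.10, so for single unigenes it is only stated whether the groups overlap. Counting intervals and floors for low counts cover counting error only.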

A total of 2473 genes were identified as significantly expressed with a fold change of ≥2 and a Benjamini–Hochberg FDR-adjusted *p*-value of <0.05. Of these, 1092 DEGs demonstrated up-regulation, while 1381 exhibited down-regulation in their expression (Figure 1a,b).

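At these thresholds 1706 unigenes were called by edgeR. In 1701 of them (99.7%) the libraries of both groups did not overlap, against 8512 (22.9%) of all tested unigenes and the 10% that chance gives for 3 libraries against 3. DESeq2, the tool the paper names, called 2562 of the 160339 unigenes with at least 1 count, of which 1619 were also called in the same direction by edgeR. Run on the 57428 unigenes with at least 1 count in all 6 libraries, DESeq2 called 2473, with 1486 shared. As a ratio, the number moved most when edgeR tested each unigene against a fold change of 2 instead of against no change (glmTreat), which left 382 unigenes, and with no expression filter edgeR called 4201. It also depended on single libraries, with 669, 871 and 762 unigenes called without mock replicate 1, overexpression replicate 1 and overexpression replicate 2, and 2594 and 2756 called without mock replicate 2 and overexpression replicate 3.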

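Of the called unigenes, 714 were up-regulated and 992 were down-regulated (58.1%). Scaling by library size alone, without TMM factors, gave 932 up-regulated and 749 down-regulated unigenes (44.6% down-regulated). That scaling moved the median log2 fold change of all tested unigenes from -0.01 to 0.11, so the larger number of down-regulated unigenes holds relative to the median unigene and not relative to the total count. DESeq2 called 971 up-regulated and 1591 down-regulated unigenes. Without mock replicates 1, 2 and 3 in turn, the up-regulated unigenes numbered 229, 1176 and 397, and without overexpression replicates 1, 2 and 3 they numbered 329, 294 and 1206. The down-regulated unigenes numbered 440 without mock replicate 1 and 542, 468 and 1550 without overexpression replicates 1, 2 and 3. Down-regulated unigenes outnumbered up-regulated ones in each of the 6 fits with a library left out.

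**Figure D1:**
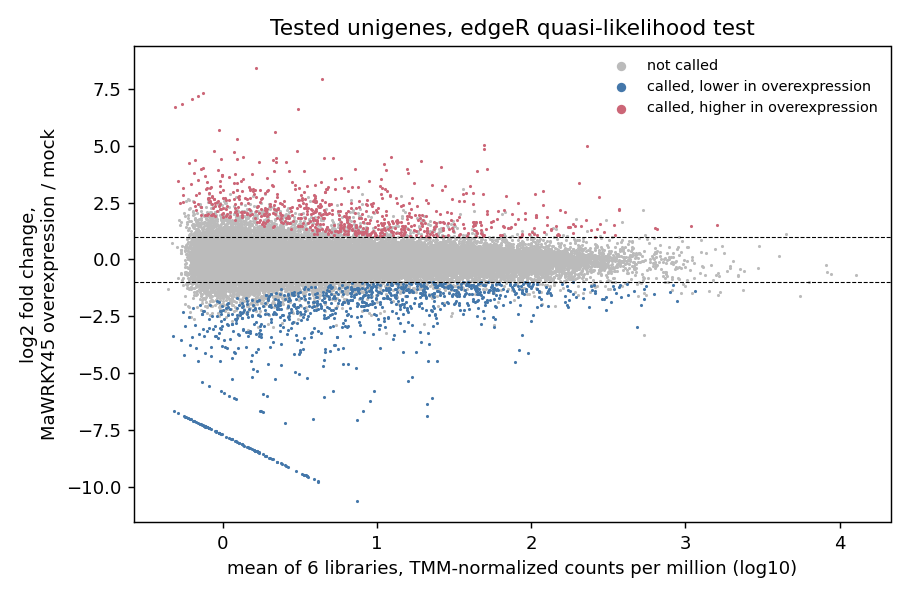
Log2 fold change (overexpression against mock, edgeR) of the 37201 tested unigenes against the log10 of their mean TMM CPM over the 6 libraries. Grey points are unigenes not called, red and blue points are the 714 up-regulated and 992 down-regulated unigenes, and the dashed lines mark a log2 fold change of 1 in either direction. More called unigenes lie below the lower line than above the upper line, an order that turns around (749 below, 932 above) when libraries are scaled by their size alone.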

Gene ontology (GO) enrichment analysis of the DEGs (Figure 2) identified the top ten GO terms for biological processes, cellular components, and molecular functions, providing insights into the roles of these genes in stress responses. 

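The enrichment was computed from the deposited GO annotation with a one-sided Fisher's exact test per term, BH-adjusted over 2466 terms with at least 5 tested unigenes, against a background of the 21566 tested unigenes with a GO term. Of the called unigenes, 503 up-regulated and 791 down-regulated ones carried a GO term. At an adjusted p under 0.05, 18 terms were enriched among the up-regulated and 67 among the down-regulated unigenes. The total of 85 moved most with DESeq2's calls, to 141 (21 and 120), and rose to 138 without overexpression replicate 3. The number of terms for up-regulated unigenes moved most with libraries left out, to 8 without mock replicate 1 and to 44 without overexpression replicate 3. Among up-regulated unigenes the lowest p was that of extracellular region (59 of 830 tested unigenes, 3.05-fold, BH-adjusted Fisher p = 6.06e-11). Peroxidase activity followed (15 of 78, 8.25-fold, BH-adjusted Fisher p = 3.74e-07, but 0.101 without mock replicate 1), and then cell wall (28 of 330, 3.64-fold, BH-adjusted Fisher p = 3.82e-06). Extracellular region and cell wall stayed past the threshold with each library left out in turn, a repeat added after seeing the data.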

Notably, in the biological process category, GO terms associated with biotic stress response, such as SA and JA signaling pathways, were identified in the up-regulated DEGs (Figure 2a). In contrast, in the down-regulated DEGs, GO terms related to abiotic and development were favored (Figure 2b).

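The term defense response was enriched among the up-regulated unigenes (27 of 495 tested unigenes, 2.34-fold, BH-adjusted Fisher p = 0.0078). It was not past the threshold without mock replicates 1, 2 and 3 (BH-adjusted Fisher p = 1, 0.21 and 0.0818) or without overexpression replicates 1 and 2 (BH-adjusted Fisher p = 0.209 and 0.269). The term jasmonic acid mediated signaling pathway held 6 up-regulated of 73 tested unigenes (3.52-fold, unadjusted Fisher p = 0.00712, BH-adjusted p = 0.455). Salicylic acid mediated signaling pathway held 2 of 32 (2.68-fold, BH-adjusted Fisher p = 1). The terms response to jasmonic acid (5 of 81) and response to salicylic acid (5 of 98) had BH-adjusted Fisher p-values of 0.912 and 1. None of these 4 terms was past the threshold with DESeq2's calls, with all annotated unigenes as the background, under library-size scaling or with any library left out.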

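Among the down-regulated unigenes, response to abscisic acid (29 of 286 tested unigenes, 2.76-fold, BH-adjusted Fisher p = 9.29e-05), response to cold (24 of 237, 2.76-fold, 0.00065) and response to water deprivation (23 of 240, 2.61-fold, 0.00184) were enriched. These 3 terms were not enriched among up-regulated unigenes (8 of 286, 8 of 237 and 5 of 240, BH-adjusted Fisher p = 1 each). Without mock replicate 1 and without overexpression replicate 1, all 3 lost the threshold, with BH-adjusted Fisher p-values of 1, 1 and 0.948 in the first case and 1, 0.0603 and 0.86 in the second. Response to cold (0.124) and response to water deprivation (0.0567) also lost it without mock replicate 3, as did response to abscisic acid (0.0895) and response to cold (1) without overexpression replicate 2. Several of the strongest terms describe yeast cells, such as cell surface (18 of 33, 14.9-fold), biofilm matrix (11 of 11), hyphal cell wall (12 of 15) and yeast-form cell wall (11 of 13). Without the unigenes whose best protein match is a yeast protein, a repeat added after seeing the data, 38 terms were enriched among the down-regulated unigenes.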

In the cellular component category, membrane-related GO terms were found to be significantly enriched among the up-regulated genes (Figure 2a), whereas photosynthetic-related GO terms were enriched among the down-regulated genes (Figure 2b). 

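Among up-regulated unigenes, plasma membrane (69 of 2770 tested unigenes, 1.07-fold) and integral component of membrane (58 of 2622, 0.948-fold) were not enriched, each with a BH-adjusted Fisher p of 1. Chloroplast thylakoid membrane was enriched among the down-regulated unigenes (50 of 329, 4.14-fold, BH-adjusted Fisher p = 1.38e-14), but not without mock replicate 1 (0.929) or without overexpression replicate 2 (1). Chloroplast was enriched as well (144 of 2415, 1.63-fold, BH-adjusted Fisher p = 6.1e-07), but not without mock replicates 1 and 2 (0.251 and 0.0743) or overexpression replicate 2 (1). The 141 tested unigenes with a photosynthesis term had a median log2 fold change of -0.90 and a mean of -0.82, with 121 lower and 20 higher in overexpression leaves. As a set they were lower under limma's camera, with its preset inter-gene correlation (BH-adjusted p = 8.16e-13). Under fry, which takes the correlation from these libraries, the same set had a BH-adjusted p of 0.329 (unadjusted 0.0549), so the camera call did not hold there. The median was -0.78 under library-size scaling and rose to -0.59 without mock replicate 2.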

With regard to molecular function, DNA binding was the most significantly enriched GO term for both the up-regulated and down-regulated sets of DEGs (Figure 2a,b). 

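DNA binding was carried by 26 up-regulated and 34 down-regulated of 1261 tested unigenes, 0.884-fold and 0.735-fold the share of the background, each with a BH-adjusted Fisher p of 1. Without overexpression replicate 3 the term was enriched among up-regulated unigenes (BH-adjusted Fisher p = 0.0302). It was not with any of the other 5 libraries left out, with DESeq2's calls or with the wider background (BH-adjusted Fisher p = 1 each). The narrower term sequence-specific DNA binding held 24 up-regulated (1.79-fold, BH-adjusted Fisher p = 0.399) and 23 down-regulated (1.09-fold, 1) of 575 unigenes. Parent terms were not added to the listed ones, so a unigene listed only under a narrower term was not counted under DNA binding. The molecular functions with the lowest p among up-regulated unigenes were peroxidase activity and xyloglucan:xyloglucosyl transferase activity, the latter with 8 of 23 unigenes (14.9-fold, BH-adjusted Fisher p = 1.84e-05).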

In the cellular component category, membrane-related GO terms were found to be significantly enriched among the up-regulated genes (Figure 2a), whereas photosynthetic-related GO terms were enriched among the down-regulated genes (Figure 2b). With regard to molecular function, DNA binding was the most significantly enriched GO term for both the up-regulated and down-regulated sets of DEGs (Figure 2a,b). It is noteworthy that among the most highly expressed genes, there was a notable prevalence of genes encoding proteins involved in biotic stress responses. For example, homologs of the Nudix hydrolase 2 (NbNud2), trypsin inhibitor-1A, NRT1/PTR family 7.3, MYB5, and MYB14 were identified. Conversely, the most significantly down-regulated genes included those encoding proteins involved in oxidative stress responses, such as peroxidase 70, peroxidase 70-B, peroxidase 5, MYB36, and Patellin 4 (Figure 3).

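All 30 unigenes of Figure 3 had groups that did not overlap, and the 28 of them that passed the expression filter were called by edgeR, 15 up-regulated and 13 down-regulated. Adjusted over the list alone, the same number of 28 was past the threshold, which is not independent evidence, since the study chose the list on these libraries. The other 2, lipid-transfer proteins c151802_g1_i1 and c49131_g1_i2, had 3 counts each over the 3 overexpression libraries and were 38.2-fold (95% counting interval 12.7 to 188) and 25.7-fold (8.45 to 127) lower. The first passed the filter and was called without mock replicate 2 (edgeR's BH-adjusted p = 0.000319) and overexpression replicate 3 (0.0468), the other without mock replicate 3 (0.00766). By the rule of the 5 largest rises and falls with a mean of at least 1 TMM CPM, the rises included a defensin-like protein (c84264_g2_i1). With no count in any mock library it was at least 42.6-fold higher, against a floor of 3 counts over the group, and its call was lost without mock replicate 1 (edgeR's BH-adjusted p = 0.0554). A peamaclein-like unigene (337-fold, 60.1 to 13400), a cationic peroxidase 1-like unigene (116-fold, 31.8 to 965) and a pair of unigenes whose nucleotide match is *Escherichia coli* (54.1-fold, 18.2 to 265, and 45.6-fold, 12.3 to 382) made up the other 4. Among the 5 falls, 3 unigenes match yeast proteins and were at least 193-fold, 109-fold and 95.1-fold lower. A nudix hydrolase 2-like unigene (c101056_g1_i1) was at least 111-fold lower, a call lost without mock replicate 1 (edgeR's BH-adjusted p = 0.065), and an unannotated unigene at least 105-fold lower.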

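The Nudix hydrolase 2 unigene (c86039_g1_i1) rose from 2.90 ± 0.83 TMM CPM in mock to 96.0 ± 31.3 TMM CPM in overexpression leaves (n = 3 libraries each), a log2 fold change of 5.05 (SE 0.34, edgeR's BH-adjusted p = 0.000281). The NRT1/PTR family unigene (c98684_g2_i1) rose from 3.25 ± 0.41 to 95.8 ± 12.7 TMM CPM, a log2 fold change of 4.87 (SE 0.21, edgeR's BH-adjusted p = 1.54e-05). The MYB5 (c95394_g4_i4) and MYB14 (c6266_g1_i1) unigenes had log2 fold changes of 4.48 (SE 0.43) and 4.44 (SE 0.47), with edgeR's BH-adjusted p of 0.00121 and 0.0016. These 4 unigenes were called with each of the 6 libraries left out in turn.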

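Peroxidase 70 (c22778_g2_i1) had 1, 1 and 2 counts in overexpression replicates 1, 2 and 3 against 252, 92 and 209 in the mock replicates, a log2 fold change of -7.06 (SE 0.58, edgeR's BH-adjusted p = 0.000783). Peroxidase 70-B (c22778_g1_i1) fell from 41.9 ± 21.0 to 0.503 ± 0.259 TMM CPM, a log2 fold change of -6.36 (SE 0.53, edgeR's BH-adjusted p = 0.00082). The log2 fold changes of peroxidase 5 (c91200_g1_i1), MYB36 (c84135_g2_i1) and Patellin-4 (c94450_g1_i2) were -6.08 (SE 0.61), -5.77 (SE 0.60) and -4.77 (SE 0.69), with edgeR's BH-adjusted p of 0.00143, 0.0016 and 0.00505. That of Patellin-4 was -5.54 without overexpression replicate 1. All 5 were called with each library left out in turn.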

### 2.3. Transcriptional Regulation of Biotic Stress Responses in N. benthamiana Leaves Overexpressing MaWRKY45

A data-mining analysis of previously annotated genes was conducted to identify DEGs involved in biotic stress responses. 

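The keyword search was repeated on the deposited GO annotation, with the calls of edgeR and the tested unigenes as the pool. A biological process term for bacteria was carried by 359 tested unigenes, one for fungi by 213 and one for viruses by 88. None of these sets passed the threshold as a whole, with a BH-adjusted p of 0.887 for each under camera and of 0.579, 0.847 and 0.789 under fry. Their median log2 fold changes were -0.08, -0.06 and -0.03, and 42.6, 45.1 and 42% of their unigenes were higher in overexpression leaves. Under library-size scaling, which moved all unigenes up, the medians were 0.05, 0.07 and 0.09, below the median of all tested unigenes as under TMM scaling. In the lists of Figure 4a, 66 of the 70 unigenes passed the expression filter and 37 were called by edgeR, 13 up-regulated and 24 down-regulated. Adjusted over the list alone, 66 were past the threshold, but the study chose this list on the same libraries, so that number is not independent evidence. In 59 of the 70 the groups did not overlap.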

Firstly, a search was conducted for genes responsive to bacteria, fungi, and viruses (Figure 4a). A total of 40 DEGs responsive to bacteria were identified, comprising 13 up-regulated and 27 down-regulated genes. 

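For bacteria, 24 called unigenes were found, 9 up-regulated and 15 down-regulated. Under library-size scaling the number was the same, but 14 were up-regulated and 10 down-regulated. With the GO identifiers for response and defense response to bacterium alone there were 20 (7 up-regulated and 13 down-regulated), and with DESeq2's calls 36 (14 and 22). The number was 1 without mock replicate 1, 8 and 5 without overexpression replicates 1 and 2, and 36 without mock replicate 2. The shares of up-regulated and down-regulated unigenes in this set and the other 4 keyword sets did not differ from those of all called unigenes with these calls (Fisher's exact test, BH-adjusted p of at least 0.635 in each set), though for JA they did with DESeq2's calls and under library-size scaling.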

A total of 31 DEGs responsive to fungi were identified, comprising 13 up-regulated and 18 down-regulated genes. 

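For fungi, 20 called unigenes were found, 9 up-regulated and 11 down-regulated. The split was 11 up-regulated and 8 down-regulated under library-size scaling, and 15 and 12 with DESeq2's calls. The number fell to 5, 12, 10 and 8 without mock replicates 1 and 3 and overexpression replicates 1 and 2, and was 36 without overexpression replicate 3.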

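A virus term was carried by 7 called unigenes, 3 up-regulated and 4 down-regulated (2 and 5 with DESeq2's calls, 3 and 3 under library-size scaling). The number was 2 without mock replicate 1 and without either of overexpression replicates 1 and 2, 4 without mock replicate 3, and 11 without mock replicate 2.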

Regarding viruses, only 10 genes were identified as responsive, comprising four up-regulated and six down-regulated genes. The WRKY transcription factor family is the most overrepresented among genes responsive to bacteria, fungi, and viruses. For instance, the expression profiles of *WRKY40*, *WRKY50* and *AtWRKY70*, which are plant immune-responsive genes [9], exhibit similarities between the bacterial and fungal sets. Furthermore, some membrane receptors were identified, including FLS2, Xa21, and PIMP1, which belong to the LRR-RLK family and can recognize microbial-associated molecular patterns (MAMPs). Furthermore, the homolog of *RPW8.2* (*HR2*), which belongs to the NBS-LRR family, was found to be highly expressed, with a 14-fold increase. 

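The called unigenes of the 3 pathogen sets numbered 41 in total. The Pfam column, which lists 1 best domain per unigene, gives protein kinase for 4 of them, gamma-thionin for 3, WRKY for 2 and none for 5. With the calls of DESeq2 on unigenes counted in all 6 libraries, a setting chosen for these sets after seeing the data, it gives protein kinase for 5, WRKY for 4 and potato inhibitor for 3 of 64.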

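The WRKY70 unigene (c24977_g1_i1) had a log2 fold change of 2.43 (SE 0.59, edgeR's BH-adjusted p = 0.0438). Its call was kept without overexpression replicate 3 but lost without any 1 of the other 5 libraries, with edgeR's BH-adjusted p between 0.0552 and 0.156. The WRKY50 unigene (c84596_g1_i2) was higher (log2 fold change 1.33, SE 0.39, edgeR's BH-adjusted p = 0.0871) and the WRKY40 unigene (c99845_g4_i2) lower (-1.37, SE 0.43, 0.102), neither past the threshold. WRKY40 was called without mock replicate 2 (log2 fold change -1.73, edgeR's BH-adjusted p = 0.00991). The groups did not overlap for any of these 3 unigenes. DESeq2 on unigenes counted in all 6 libraries, a setting added for single unigenes after seeing the data, called all 3.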

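The FLS2 unigene (c100842_g1_i1) rose from 4.70 ± 2.08 to 15.4 ± 2.53 TMM CPM, a log2 fold change of 1.70 (SE 0.31, edgeR's BH-adjusted p = 0.013, and 0.0751 without mock replicate 1). The XA21 unigene (c96378_g5_i1) had a log2 fold change of 1.37 (SE 0.35) and an edgeR BH-adjusted p of 0.051, and of 0.0178 without mock replicate 2. Of the PIMP1 unigenes, c133768_g1_i1 was down-regulated (log2 fold change -1.30, SE 0.30, edgeR's BH-adjusted p = 0.0346), while c86392_g3_i1 was higher without passing the threshold (1.06, SE 0.30, 0.0747), except without mock replicate 3 (0.0405) and overexpression replicate 3 (0.0357). The call of the former was lost without mock replicates 1 and 3 (edgeR's BH-adjusted p = 0.0936 and 0.0958) and without overexpression replicates 1 and 2 (0.121 and 0.144).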

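A pair of unigenes carries the HR2 name. The unigene c93307_g26_i1 had 1, 2 and 2 counts in mock replicates 1, 2 and 3 and 18, 57 and 3 in overexpression replicates 1, 2 and 3, too few to pass the expression filter. Without overexpression replicate 3 it passed and was called (log2 fold change 4.33, edgeR's BH-adjusted p = 0.00518). Fitted with no filter, its log2 fold change was 3.79 (edgeR's BH-adjusted p = 1.54e-06), and with DESeq2 on unigenes counted in all 6 libraries its fold change was 14.7 (DESeq2's BH-adjusted p = 0.00183). The other, c11322_g1_i1, was at 5.27 ± 3.3 TMM CPM in mock and 13.5 ± 6.04 TMM CPM in overexpression leaves, a log2 fold change of 1.36 (SE 0.51, edgeR's BH-adjusted p = 0.171), past the threshold in none of the 6 fits with a library left out.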

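Besides trypsin inhibitor-1A, the proteinase inhibitor unigenes of the potato inhibitor family are trypsin inhibitor-1B (c147986_g1_i1), trypsin inhibitor-1C (c120844_g1_i1) and potamin-1 (c120948_g1_i1). Their log2 fold changes were 1.83 (SE 0.48), 1.45 (SE 0.43) and 1.37 (SE 0.42), with edgeR's BH-adjusted p of 0.0559, 0.0847 and 0.0956. None of these 3 passed the threshold, and the groups overlapped in each. All 3 passed it without overexpression replicate 3 (edgeR's BH-adjusted p = 0.00083, 0.0126 and 0.018), as did potamin-1 without mock replicate 2 (0.00886).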

In the set of genes responsive to fungi, four potato inhibitors belonging to the proteinase inhibitor family were identified as being up-regulated. It is noteworthy that the gene trypsin inhibitor-1A exhibited a markedly elevated expression level in *N. benthamiana* leaves overexpressing *MaWRKY45*, with a fold change of 31. Additionally, genes encoding antimicrobial peptides (chitinases and pathogenesis related proteins) and enzymes involved in the biosynthesis of protective polymers, such as the cuticle (ELI-3-2) and lignin (ACBP), were identified as being up-regulated. 

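The trypsin inhibitor-1A unigene (c54821_g1_i1) was at 14.1 ± 8.18 TMM CPM in mock and 445 ± 279 TMM CPM in overexpression leaves, a fold change of 31.5 (log2 4.98, SE 0.64, edgeR's BH-adjusted p = 0.00305). The log2 fold change stayed between 4.59 and 5.50 with each library left out in turn.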

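Of the chitinase unigenes, chitinase-1C (c77563_g3_i2) was called, with a log2 fold change of 2.45 (SE 0.57, edgeR's BH-adjusted p = 0.0367). The call was kept without overexpression replicate 3 and lost without any 1 of the other 5 libraries, with edgeR's BH-adjusted p between 0.0563 and 0.182. Chitinase-1A (c147663_g1_i1), the most abundant of the 3, rose from 143 ± 75.8 to 470 ± 266 TMM CPM with overlapping groups (log2 fold change 1.71, SE 0.48, edgeR's BH-adjusted p = 0.072). Chitinase-1B (c93428_g2_i1) had a log2 fold change of 1.43 and an edgeR BH-adjusted p of 0.0614. Both were called without overexpression replicate 3 (edgeR's BH-adjusted p = 0.00695 and 0.00584), and chitinase-1A also without mock replicate 2 (0.0149). The acyl-CoA-binding protein unigene (c88088_g1_i2) was up-regulated (log2 fold change 1.21, SE 0.22, edgeR's BH-adjusted p = 0.014, and 0.071 without mock replicate 1). ELI3-2 (c92781_g2_i1) had 4, 5 and 9 counts in the mock and 26, 59 and 7 in the overexpression replicates and did not pass the expression filter. Fitted with no filter, its log2 fold change was 2.24 (edgeR's BH-adjusted p = 0.00107), and without overexpression replicate 3 it passed the filter and was called (2.72, 0.0154).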

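In this set *PDLP2* (c76451_g1_i1) had a log2 fold change of 2.01 (SE 0.37, edgeR's BH-adjusted p = 0.0134, and 0.0562 without overexpression replicate 2). *SSI2* (c95614_g7_i1) had one of 1.30 (SE 0.26, edgeR's BH-adjusted p = 0.0192), a call lost without mock replicates 1 and 3 (0.0881 and 0.0541) and without overexpression replicates 1 and 2 (0.0807 and 0.0761). *Argonaute 6* (c97210_g2_i1) was called with a log2 fold change of 1.91 (SE 0.48, edgeR's BH-adjusted p = 0.0488), a call kept without mock replicate 2 and lost without any 1 of the other 5 libraries (0.0798 to 0.18). *Argonaute 9* (c91598_g1_i1) had a log2 fold change of 1.77 (SE 0.55) and an edgeR BH-adjusted p of 0.0978.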

Among the genes identified in response to viral infection were *Argonaute 6*, *Argonaute 9*, *PDLP2*, and *SSI2*.

Moreover, a search for DEGs responsive to the defense phytohormones SA and JA was conducted (Figure 4b). 

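A salicylic acid term was carried by 164 tested unigenes and a jasmonic acid term by 208. Neither set passed the threshold as a whole, with a BH-adjusted p of 0.887 for each under camera and 0.789 for each under fry. Their medians of the log2 fold change were -0.07 and -0.12 and their means -0.06 and -0.03, with 42.7 and 38.5% of unigenes higher in overexpression leaves. The medians were 0.06 and 0.00 under library-size scaling. Of the 46 unigenes in Figure 4b, 43 passed the expression filter and 31 were called by edgeR, 20 up-regulated and 11 down-regulated. Adjusted over the list alone, 43 were past the threshold, again not independent evidence, since the study picked them on these libraries.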

Twenty-three DEGs responsive to SA were identified, of which 12 were up-regulated and 11 were down-regulated. Similarly, 31 genes were found to be responsive to JA, comprising 18 up-regulated and 13 down-regulated genes. 

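For SA, 15 called unigenes were found, 8 up-regulated and 7 down-regulated. Library-size scaling gave 11 up-regulated and 3 down-regulated, DESeq2's calls gave 12 and 9, and the listed GO identifiers alone gave 7 and 7. The number was 5 without mock replicate 1 and without either of overexpression replicates 1 and 2, 7 without mock replicate 3, and 25 without mock replicate 2.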

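For JA, 22 called unigenes were found, 13 up-regulated and 9 down-regulated. With DESeq2's calls there were 19 up-regulated and 10 down-regulated, and with library-size scaling 16 and 2. In these settings the up-regulated share was larger than among all called unigenes (Fisher's exact test, BH-adjusted p = 0.016 and 0.0176), and in no other of the settings tried (0.071 to 0.66). The number was 6 and 8 without mock replicates 1 and 3 and 5 and 7 without overexpression replicates 1 and 2.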

Among the transcription factors identified, those belonging to the WRKY, ERF, and MYB families were found to be responsive to both SA and JA, with the MYB members exhibiting the highest level of up-regulation. It was observed that this category of genes, which are responsive to phytohormones, exhibited similarities to a subset of genes that are responsive to microorganisms (Figure 4a). This subset included the up-regulated genes *WRKY50*, *WRKY70*, *ALD1*, *SSI2*, and *GLIP1*, which have been previously described as pathogen-induced genes. Additionally, we identified genes associated with SAR, including the molecular markers Pathogenesis-Related protein 1 (PR1) and Downy Mildew Resistance 6 (DMR6). It is noteworthy that some of the down-regulated genes in this category are also associated with abiotic stress (*MYB60*, *MYB73*, and *GASA5*) and plant development (*BT1*). 

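Among the MYB unigenes of Figure 4b, MYB3 (c90396_g4_i1) had a log2 fold change of 1.35 (SE 0.25, edgeR's BH-adjusted p = 0.0143, and 0.0653 without overexpression replicate 1). MYB4 (c90396_g2_i3) had one of 1.07 (SE 0.26, edgeR's BH-adjusted p = 0.0434), a call lost without mock replicates 1 and 3 (0.14 and 0.0846) and overexpression replicates 1 and 2 (0.143 and 0.162). MYB92 (c74337_g1_i1) and MYB13 (c74490_g1_i2) did not pass the expression filter, and with no filter their log2 fold changes were 3.10 and 2.70 (edgeR's BH-adjusted p = 0.000484 and 0.00107). They passed the filter and were called with some libraries left out, MYB92 without mock replicate 2 (0.0471) and overexpression replicate 1 (0.0237), and MYB13 without overexpression replicate 3 (0.00911). ERF1B (c85657_g1_i1) was up-regulated with a log2 fold change of 1.60 (SE 0.25, edgeR's BH-adjusted p = 0.00702) and called with each library left out. ERF1 (c87992_g3_i5) had a log2 fold change of 2.13 (SE 0.38, edgeR's BH-adjusted p = 0.0126), a call lost without mock replicate 1 (0.072) and without overexpression replicate 1 (0.0507). MYB14 stood above all other called unigenes of this list.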

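Of the called unigenes, 41 were in at least 1 of the pathogen sets and 27 in at least 1 of the hormone sets. The number in both was 7, of which 4 were up-regulated and 3 down-regulated.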

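*ALD1* (c74701_g1_i1) was up-regulated with a log2 fold change of 1.44 (SE 0.27, edgeR's BH-adjusted p = 0.015, and 0.0726 without mock replicate 1). *GLIP1* (c120880_g1_i1) was higher by a log2 fold change of 1.05 (SE 0.27) without passing the threshold (edgeR's BH-adjusted p = 0.053), which it did without overexpression replicate 3 (0.0115).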

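The abundant PR1 unigene c134230_g1_i1 (PR1b) rose from 835 ± 152 to 2367 ± 1090 TMM CPM, a log2 fold change of 1.50 (SE 0.37, edgeR's BH-adjusted p = 0.0431). PR1a (c113036_g1_i1) had a log2 fold change of 3.03 (SE 0.71, edgeR's BH-adjusted p = 0.0373), which was 4.07 without mock replicate 2 and 2.43 without overexpression replicate 2. The calls of both were lost without mock replicates 1 and 3 (edgeR's BH-adjusted p = 0.165 and 0.103 for PR1b, 0.154 and 0.102 for PR1a) and without overexpression replicates 1 and 2 (0.132 and 0.157 for PR1b, 0.0872 and 0.126 for PR1a). *DMR6* (c91811_g3_i2) had a log2 fold change of 1.07 (SE 0.22, edgeR's BH-adjusted p = 0.0216). Its call was lost without mock replicate 1 (0.0954) and overexpression replicates 1 and 2 (0.0976 and 0.072), and without mock replicate 2 its log2 fold change was 0.90, under the fold threshold. In all 3 unigenes the overexpression libraries lay above the mock libraries.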

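*GASA5* (c83661_g1_i1) fell from 19.0 ± 3.94 to 3.16 ± 0.82 TMM CPM, a log2 fold change of -2.59 (SE 0.27, edgeR's BH-adjusted p = 0.0016), and was called with each library left out. *MYB60* (c92289_g1_i5) had a log2 fold change of -2.41 (SE 0.59, edgeR's BH-adjusted p = 0.0453), kept without overexpression replicate 3 (-3.35) and lost without any 1 of the other 5 libraries (0.0508 to 0.149). *MYB73* (c88068_g1_i1) had one of -1.04 (SE 0.17, edgeR's BH-adjusted p = 0.00803), under the fold threshold without mock replicate 2 (-0.97) and without overexpression replicate 3 (-0.95). *BT1* (c86021_g1_i6) had one of -1.86 (SE 0.39, edgeR's BH-adjusted p = 0.0237), a call lost without mock replicates 1 and 3 (0.104 and 0.0676) and overexpression replicates 1 and 2 (0.0929 and 0.0932).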

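Of the genes of induced systemic resistance and JA biosynthesis, *SQE3* (c96476_g6_i2) had a log2 fold change of -1.64 (SE 0.29, edgeR's BH-adjusted p = 0.0124), a call lost without mock replicate 1 (0.0617) and overexpression replicates 1 and 2 (0.0601 and 0.0529). *TIFY 6B* (c66189_g1_i1) had one of -3.34 (SE 0.64, edgeR's BH-adjusted p = 0.0164), which was -4.26 without overexpression replicate 2 and lost its call without mock replicates 1 and 3 (0.0745 and 0.0522) and overexpression replicate 1 (0.0674). The *AOS1* unigene c94030_g11_i1 had one of -1.02 (SE 0.20, edgeR's BH-adjusted p = 0.0174). It was not called without mock replicates 1 and 3 (0.0538 and 0.0602), overexpression replicate 1 (0.0887) or overexpression replicate 3 (log2 fold change -0.95). A further *AOS1* unigene, c94030_g9_i1, had one of -1.29 (SE 0.31, edgeR's BH-adjusted p = 0.0432), called without mock replicate 1 and not called without any 1 of the other 5 libraries (0.0535 to 0.155). *GLR3.6* (c95776_g1_i1) was lower by a log2 fold change of -1.56 (SE 0.44, edgeR's BH-adjusted p = 0.0768), and of -2.27 without overexpression replicate 3 (0.00765). Of the *JMT* unigenes, c88568_g2_i1 was up-regulated (log2 fold change 2.62, SE 0.52, edgeR's BH-adjusted p = 0.0188) and c67294_g1_i2 lower but not called (-1.76, SE 0.58, 0.123), except without mock replicate 2 (0.0204). The former was at 3.34 without mock replicate 2, and its call was lost without mock replicates 1 and 3 (0.0893 and 0.0668) and overexpression replicates 1 and 2 (0.0689 and 0.0535).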

Interestingly, we observed that several genes involved in ISR defense or JA biosynthesis (*AOS1*, *GLR3.6*, *TIFY 6B*, *JMT*, and *SQE3*) exhibited down-regulation.

### 2.4. MaWRKY45 Overexpression in N. benthamiana Leaves Induces Transcriptional Changes in Multiple Transcription Factor Genes

The identification of differentially expressed TFs was conducted by searching for DNA-binding domains in the PFAM database, which was generated from the data on DEGs. A total of 127 differentially expressed TFs were identified, representing 5% of the total DEGs. Of these, 67 were up-regulated and 60 were down-regulated (Figure 5). 

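The deposited Pfam column lists 1 best domain per unigene, so the search covered the DNA-binding domains of families that include AP2/ERF, WRKY, MYB, bHLH, HB, NAC, C2H2 and NFY. Of the 448 tested unigenes with such a domain, 47 (10.5%) were called, against 4.6% of all tested unigenes (Fisher's exact test, p = 1.41e-07). They make up 2.8% of the called unigenes, and include the up-regulated unigene that matches a banana WRKY protein. With DESeq2's calls there were 63. The number was 15, 66 and 30 without mock replicates 1, 2 and 3, and 19, 23 and 72 without overexpression replicates 1, 2 and 3.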

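Of these 47 TFs, 22 were up-regulated and 25 down-regulated, and under library-size scaling 29 and 16. In Figure 5, 120 of the 127 unigenes passed the expression filter and 78 were called by edgeR, 38 up-regulated and 40 down-regulated. Adjusted over the list alone, 120 were past the threshold, which is not independent evidence for a list chosen on these libraries. In 115 of the 127 the groups did not overlap.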

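By Pfam domain, the called TFs included 12 AP2/ERF, 9 WRKY, 8 MYB, 6 HB, 4 bHLH, 4 NAC and 2 NFY unigenes. No tested unigene was matched to C2H2 by the domain name searched, and a C2H2 domain listed under another name would not have been counted. Of the 12 AP2/ERF unigenes 4 were up-regulated and 8 down-regulated, and under library-size scaling 5 of 11 were up-regulated. All 4 NAC unigenes were up-regulated (5 of 5 under library-size scaling), and both NFY unigenes were down-regulated (none was called under library-size scaling).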

The majority of these transcription factor genes (74) were classified into 10 major families: *AP2/ERF* (15 DEGs), *WRKY* (14), *MYB* (11), *bHLH* (8), *HB* (6), *NAC* (5), *C2H2* (5), *AGL* (5), *MADS* (3), and *NFY* (2) (Figure 6a). The remaining 53 TFs are distributed across a wide variety of TF families. The most overrepresented families were *AP2/ERF*, *WRKY*, and *MYB*, which collectively represented 33% of the 127 differentially expressed TFs. 

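The share of called unigenes was larger than among all tested unigenes for AP2/ERF (12 of 91), WRKY (9 of 55) and HB (6 of 34), with BH-adjusted Fisher p-values of 0.00413, 0.00413 and 0.0123. The 9 WRKY unigenes include the one that matches a banana WRKY protein, and the test was not repeated without it. HB was at 0.0525 under library-size scaling and at 0.0538 with DESeq2 on unigenes counted in all 6 libraries. For MYB (8 of 112) the BH-adjusted Fisher p was 0.257, and with DESeq2's calls (13 of 137) it was 0.0106. Without overexpression replicate 3 MYB (15 of 118) and bHLH (12 of 74) were at 0.0340 and 0.0195, and without mock replicate 2 bHLH (10 of 72) was at 0.0445, against 0.416 with all libraries (4 of 67). Without mock replicate 1 (0.577, 0.577 and 0.638) and without overexpression replicate 1 (0.426, 0.426 and 0.322), AP2/ERF, WRKY and HB all lost the threshold. AP2/ERF and WRKY also lost it without mock replicate 3 (0.0981 each) and without overexpression replicate 2 (0.0508 and 0.212), and AP2/ERF without overexpression replicate 3 (0.0523). Without mock replicate 1 and without overexpression replicate 1, only 669 and 871 unigenes were called in all. In both fits the called shares of AP2/ERF, WRKY and HB still lay above that of all tested unigenes. For WRKY the shares were 5.5% against 1.7% and 5.4% against 2.1%, on 3 called unigenes in each fit. A lost threshold there does not show that the excess was absent.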

The five most highly expressed TFs were *MYB5*, *MYB14*, *bHLH155*, *bHLH120*, and *bHLH162*. Conversely, the five most repressed TFs were *MYB36*, *ABI5*, *HB12* (Homeobox 12), *ERF12*, and *HB7* (Homeobox 7) (Figure 6b). 

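The bHLH162 unigenes c76634_g2_i3 and c78109_g1_i1 had log2 fold changes of 3.97 (SE 0.36) and 3.23 (SE 0.49), with edgeR's BH-adjusted p of 0.00111 and 0.00594, and were called with each library left out. The bHLH155-like unigene (c92714_g1_i2), matched by its annotated name because the paper gives no contig for bHLH155, had a log2 fold change of 1.52 (SE 0.34, edgeR's BH-adjusted p = 0.0312). Its call was lost without mock replicates 1 and 3 (0.0931 and 0.0869) and overexpression replicates 1 and 2 (0.104 and 0.0953). The paper places bHLH155 among its most highly expressed TFs. Other called TFs lay above the bHLH155-like unigene, such as c86488_g1_i2 (log2 fold change 3.06) and c100308_g3_i3 (2.77). It is therefore doubtful that c92714_g1_i2 is the bHLH155 of the paper. The bHLH120 unigene (c86078_g1_i1) had 2, 7 and 1 counts in the mock and 44, 46 and 6 in the overexpression replicates and did not pass the expression filter. Fitted with no filter, its log2 fold change was 3.19 (edgeR's BH-adjusted p = 2.46e-06), and it passed the filter and was called without mock replicate 2 (4.22, 0.0314) and without overexpression replicate 3 (3.69, 0.00502).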

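ABI5 (c97101_g1_i5) had a log2 fold change of -3.94 (SE 0.69, edgeR's BH-adjusted p = 0.011), a call lost without mock replicate 1 (0.0576) and overexpression replicate 1 (0.0505). HB12 (c91874_g1_i1) fell from 35.7 ± 18.0 to 2.86 ± 2.44 TMM CPM, a log2 fold change of -3.63 (SE 0.56, edgeR's BH-adjusted p = 0.00638), and of -4.61 without overexpression replicate 3. ERF12 (c77342_g1_i1) had one of -3.46 (SE 0.42, edgeR's BH-adjusted p = 0.00245). HB7 (c87966_g1_i2) had one of -3.15 (SE 0.77, edgeR's BH-adjusted p = 0.0438), which was -3.78 without overexpression replicate 3. The HB7 call was lost without mock replicate 3 (0.0623) and overexpression replicates 1 and 2 (0.142 and 0.15), and without mock replicate 1 the unigene did not pass the filter.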

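Of the 55 tested unigenes with a WRKY domain, 5 were called up-regulated and 4 down-regulated by edgeR. One of the 5 is the unigene that matches a banana WRKY protein, so 4 of the *N. benthamiana* WRKY unigenes were up-regulated. Over the family, the banana-matched unigene included, 31 unigenes were higher and 24 lower in overexpression leaves, with a median log2 fold change of 0.05. Under library-size scaling 33 were higher and 22 lower. The number called was 3 without mock replicate 1 and without either of overexpression replicates 1 and 2, 5 without mock replicate 3, and 13 without mock replicate 2 or overexpression replicate 3.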

A phylogenetic analysis of 10 differentially expressed WRKY genes from *N. benthamiana* revealed that the genes were distributed across all three groups and subgroups of the WRKY TF classification pattern (Figure 7). The most overrepresented group was Group III, which included three members that were differentially expressed. These results provide a comprehensive overview of how the *MaWRKY45* gene coordinates transcriptional dynamics, likely through direct and indirect regulation of other TFs, thereby amplifying its regulatory scope. In this regard, we constructed a transcriptional network model based on DEGs related to biotic stress responses in plants, including TFs (Figure 8). This model comprises genes found to be up-regulated and implicated in plant immunity responses.

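Among the WRKY unigenes of Figure 7, WRKY29 (c90334_g1_i2) and WRKY55 (c88826_g1_i1) were called with each library left out, with log2 fold changes of 2.28 (SE 0.31) and -2.98 (SE 0.48) and edgeR's BH-adjusted p of 0.00401 and 0.0079. WRKY22 (c92874_g6_i6) had a log2 fold change of 1.49 (SE 0.32, edgeR's BH-adjusted p = 0.0255), a call lost without mock replicates 1 and 3 (0.112 and 0.0831) and overexpression replicates 1 and 2 (0.0867 and 0.0966). WRKY51 (c89599_g3_i1) had one of -2.13 (SE 0.52, edgeR's BH-adjusted p = 0.0435) with overlapping groups, a call lost without mock replicates 1 and 3 (0.153 and 0.119) and overexpression replicates 1 and 2 (0.152 and 0.139). WRKY72 (c93158_g2_i2), WRKY14 (c91068_g1_i2) and WRKY4 (c92736_g1_i2) did not pass the threshold, with log2 fold changes of 1.61, -1.39 and -1.16 and edgeR's BH-adjusted p of 0.0826, 0.052 and 0.106. Without mock replicate 2, WRKY72 (0.0241) and WRKY14 (0.00875) were called, and WRKY72 also without overexpression replicate 3 (0.023).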

### 2.5. RT-qPCR Analysis of Genes Associated with MaWRKY45 Overexpression

Eight DEGs associated with the transient overexpression of the banana gene *MaWRKY45* in *N. benthamiana* leaves were selected for validation of the RNA-seq assay (four up-regulated and four down-regulated genes). These genes were chosen from a list of the most differentially expressed genes identified (Table S4). The RT-qPCR and RNA-seq assays showed a comparable expression profile for all eight selected genes (Figure 9). This outcome corroborates the expression data obtained through the Infiltration-RNA-seq method.

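All 8 unigenes measured by RT-qPCR were called by edgeR in the direction the paper gives, and DESeq2 called all 8 as well. With each library left out in turn all 8 were called, except without mock replicate 1, where the ABI unigene (c97639_g2_i2) had an edgeR BH-adjusted p of 0.0521. BBE22 (c92405_g2_i1) had a log2 fold change of 3.07 (SE 0.44, edgeR's BH-adjusted p = 0.00486). GOT1B (c75199_g1_i4) had one of -4.58 (SE 0.75, edgeR's BH-adjusted p = 0.00794), and of -3.88 without mock replicate 1. The ABI unigene had one of -3.96 (SE 0.66, edgeR's BH-adjusted p = 0.00884), and of -5.59 without overexpression replicate 3. It accounts for 18.9% of the expression summed with its sister unigene, and the log2 ratio of the summed TMM CPM, with a pseudocount of 0.1, was -0.88. The groups did not overlap for any of the 8 unigenes.

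**Figure D2:**
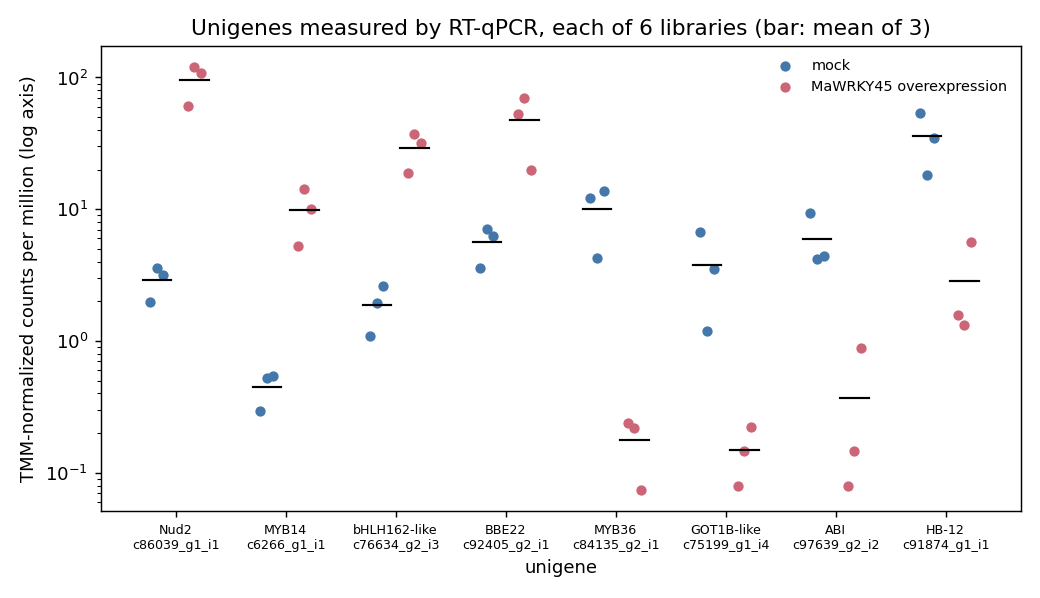
TMM CPM (log axis) of the 8 unigenes measured by RT-qPCR, with 1 point per library and a bar at the mean of the 3 libraries of each group. For each unigene, the points of the overexpression libraries lie all above or all below those of the mock libraries.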

## 3. Discussion

Gene expression is a fundamental process that drives plant growth, development, and interaction with the surrounding environment. TFs play a pivotal role in the gene transcription process. They regulate the spatial and temporal expression of genes in a coordinated manner. Similarly, plant response to biotic stress is also subject to regulation by TFs. Some TFs are considered master regulators, acting at the top of a regulatory hierarchy and determining a complete defense response program [26]. Notable examples include the NPR1 protein in the SAR pathway in dicot plants [27] and OsWRKY45 in monocot plants [28]. The banana gene *MaWRKY45* encodes a WRKY transcription factor belonging to group III, which is induced by SA and MeJA [18]. This gene is a potential ortholog of rice *OsWRKY45*, which has been demonstrated to regulate defense responses independently of OsNHI (an NPR1 ortholog). In this study, we employed the Infiltration-RNAseq method [23] to investigate *MaWRKY45*-mediated transcriptional changes in the model plant *N. benthamiana*. In contrast to the findings of Bond et al. [23], who reported a range of 7–13 million clean reads per library, our further sequencing efforts yielded approximately 45–55 million clean reads per library, resulting in over six times the data. This may partly explain the significantly higher number of total DEGs observed in our study, with 2473 compared to the 118 reported by Bond et al. [23]. Furthermore, Bond et al. [23] focused on MaLAP1, a TF that is specifically involved in regulating the anthocyanin pathway, which involves a relatively limited number of genes [29]. In contrast, stress defense responses are known to induce substantial changes in transcriptional dynamics, which result in a temporary cessation of plant development and growth in order to mitigate the damage caused by stress [30,31]. It can be reasonably deduced that TFs acting as master regulators in plant defense may cause significant transcriptomic changes.

The quality of the assembled contigs was validated by several metrics, including N50 (1289 bp) and average contig length (782 bp) (Table 1). A de novo transcriptome assembly of *N. benthamiana* leaves under *MaWRKY45* overexpression was generated using these data. A total of 2473 DEGs were identified with a fold change of ≥2 and a false discovery rate (FDR)-adjusted *p*-value of <0.05, which is consistent with the expected range of DEGs reported in similar studies. For example, the overexpression of the maize gene *ZmBZR1* TF, which is known to regulate organ development and seed size, resulted in the differential expression of 1380 genes with a sequencing depth of 20 million reads per library [32]. In our study, the majority of DEGs exhibited downregulation (1381) compared to those that were upregulated (1092), indicating the suppression of several biological processes while others were activated (Figure 1). Recent evidence has highlighted the dual role of TFs, which can either repress or activate the transcription of downstream target genes. For example, the *Arabidopsis* TGA2 transcription factor is necessary for the repression of *PR-1* [33], but it can also activate the transcription of *PR-1* in an SA- and NPR1-dependent manner [34]. A recent study employing chromatin immunoprecipitation sequencing (ChIP-seq) demonstrated that the *Arabidopsis* WRKY18, WRKY40, and WRKY33 TFs each bind to over 1000 loci, predominantly at W-box elements within the 500 bp promoter regions of their target genes [35]. These findings provide an explanation for the significant changes in transcriptional profiles observed in our study resulting from the overexpression of the banana *MaWRKY45* gene.

The GO enrichment analysis revealed a significant enrichment in SA and JA signaling biological processes, membrane-associated components, and DNA-binding activity functions among the up-regulated genes (Figure 2). The interplay between the synergistic and antagonistic effects of the JA and SA signaling pathways is known to equip plants with the regulatory capacity to withstand biotic stress [36,37]. Furthermore, the significance of the cell wall, which serves as a physical barrier to restrict pathogen entry, was also highlighted [38]. The up-regulation of DNA-binding activity indicates the activation of defense mechanisms essential for combating pathogen-induced diseases [39]. These findings, in conjunction with the observation that a considerable number of genes involved in photosynthesis were down-regulated in response to *MaWRKY45* overexpression, are in alignment with the results of the meta-analysis conducted by Zhang et al. [40]. This analysis reported that SA and JA signaling pathways co-induce a broad spectrum of disease responses, co-repress genes related to photosynthesis, and reallocate resources from growth toward defense.

To elucidate the DEGs involved in the response to biotic stress, we conducted a search for genes responsive to pathogens, including bacteria, fungi, and viruses, as well as responsive to SA and JA phytohormones (Figure 4). The analysis yielded a multitude of DEGs associated with diverse processes, including cell wall reinforcement, receptor activity, signal transduction, signal amplification, transcription factor regulation, and defense responses. Specifically, we identified genes that were up-regulated and involved in cell wall reinforcement, including *PDLP2*, *P450 94A1*, *ACBP*, and *SSI2*. These genes contribute to plant resistance against pathogens by aiding in the biosynthesis of the cuticle and lignin, as well as callose deposition [41,42,43]. Moreover, we observed the up-regulation of genes encoding receptors, including LRR-RLK *FLS2*, *Xa21*, and *PIMP1*, which are implicated in defense mechanisms through the recognition of MAMPs [39,44,45]. Furthermore, the gene for co-receptor BIR2 (receptor-like kinase), which is associated with fungal defense responses [46], was also found to be up-regulated. Furthermore, the NBS-LRR receptor gene *HR2* (homolog of *RPW8.2*) was found to be up-regulated, as it is involved in defense responses against fungal pathogens and provides resistance to powdery mildew [47]. These findings suggest that *MaWRKY45* may regulate the expression of immune receptor genes involved in both pattern-triggered immunity (PTI) and effector-triggered immunity (ETI) defense response systems. Additionally, we observed a notable reduction in the expression of peroxidase-like genes for peroxidase 70, the peroxidase 70-B isoform, and peroxidase 5 (Figure 3). These genes are known to play a role in the detoxification of cellular reactive oxygen species (ROSs), which are compounds involved in signaling and linked to biotic stress responses [48]. The suppression of these genes suggests that the overexpression of *MaWRKY45* may promote ROS production and signal transduction, thereby amplifying the cellular response to biotic stress. Overexpression of WRKY genes in transgenic *Arabidopsis*, poplar and pepper has also resulted in defense gene expression changes and enhance disease resistance [9,13].

Furthermore, we identified the up-regulation of a glutathione S-transferase (GST) gene (*P450 94A1*), the enzyme of which plays a role in cellular detoxification [14]. Similarly, *OsWRKY45* has been demonstrated to induce the expression of glutathione S-transferase in rice [14]. In this regard, *MaWRKY45* and *OsWRKY45* exhibit analogous regulatory patterns with respect to the redox balance. Additionally, genes encoding peptides with antimicrobial activity, such as *GLIP1*, were also found to be up-regulated. In *Arabidopsis*, *AtGLIP1* plays a role in defense pathways that directly target the cell wall of *Alternaria brassicicola* [49]. In *Capsicum annuum*, it contributes to resistance against mechanical stress by modulating the expression of *CaPR-4* [50]. Furthermore, a trypsin inhibitor-1A gene exhibited a notable increase in transcription, with a fold change of 31 (see Figure 3 and Figure 4). The protein encoded by this class of genes has been demonstrated to exhibit both insect-deterrent and antimicrobial activities in tobacco and soybean [51]. Furthermore, numerous genes associated with the SAR process were observed to exhibit increased transcription, including *GRX480*, *TIFY 10-B*, *VDAC1*, *ELI3-2*, *BBE22*, *ALD1*, and the SAR markers *PR1a*, *PR1b*, and *DMR6* [52,53]. In *Arabidopsis*, *GRX480* and *TIFY 10-B* have been demonstrated to positively regulate the SAR response while simultaneously negatively regulating the JA pathway. This indicates that the SAR response was positively enhanced by *MaWRKY45* overexpression. Furthermore, a homolog of the indole-3-acetic acid-amido synthetase gene (*GH3.1*) was observed to be highly up-regulated. The enzyme GH3.1 inactivates auxin, a phytohormone that plays a crucial role in plant growth and development. This process favors the SA or JA defense phytohormone pathways [54], indicating that there is cross-talk between the activation of defense mechanisms and plant growth and development processes. This cross-talk enables the plant to switch between development and defense [55].

Furthermore, we examined the transcriptional profile of TFs to enhance our comprehension of the dynamic transcription process orchestrated by *MaWRKY45* (see Figure 5 and Figure 6). A total of 127 differentially expressed transcription factors were identified. The most representative families were AP2/ERF, WRKY, MYB, bHLH, and HB. It is noteworthy that the genes for MYB TFs exhibited the greatest up-regulation in relation to biotic stress responses. MYB5 (22.5-fold) and MYB14 (22-fold) are involved in the production of secondary metabolites with antimicrobial activity, such as proanthocyanidins (flavonoids). Additionally, MYB14 is associated with the production of stilbenes (phytoalexins), while MYB92 (9-fold) is involved in enhancing suberin deposition in the plant cell wall [56,57,58]. Therefore, these findings indicate that the banana gene *MaWRKY45* is involved in the promotion of antimicrobial compound production in *N. benthamiana* leaves. Conversely, members of the WRKY family are well known for their collaborative regulatory dynamics, with genes belonging to the same family [59]. It was therefore anticipated that a number of WRKY family members would be regulated by the overexpression of *MaWRKY45* in *N. benthamiana*. A phylogenetic tree was thus constructed to observe the clustering pattern of the 10 WRKY DEGs with the 74 *Arabidopsis* WRKY family members and the banana *MaWRKY45* and rice *OsWRKY45* TFs (Figure 7). It is noteworthy that the *N. benthamiana* sequence C90334_g1_i2 was found to be closely related to *Arabidopsis AtWRKY29*, which has been demonstrated to express a phloem mobile cell-to-cell mRNA under nutrient-limited conditions [60] and has been reported as a PTI- [61] and an ISR-inducible gene [62]. Additionally, the WRKY gene c24977_g1_i1 was found to be up-regulated by a factor of five. As illustrated in the phylogenetic tree, this *N. benthamiana* WRKY gene is situated within the same cluster as *AtWRKY70* and *MaWRKY45*. These *N. benthamiana* WRKY genes are part of the same evolutionary clade (Group III) and are associated with biotic stress responses in plants via the regulation of SA and JA crosstalk [14,63]. The observed induction of c24977_g1_i1 transcription may be influenced indirectly by MaWRKY45 TF or directly through its promoter. This pattern of transcriptional regulation, involving either self-autoregulation or cross-regulation among WRKY family members, is commonly observed in this family [64]. It can be inferred that these 127 TFs likely contribute to the significant transcriptional changes mediated by *MaWRKY45*.

It is noteworthy that only one study has been conducted on the downstream genes regulated by *OsWRKY45* [28]. These authors identified 260 DEGs, 220 up- and 40 down-regulated, using microarray analysis in the Nipponbare cultivar and two *WRKY45*-knockdown transgenic lines. The WRKY family of transcription factors was notably represented, including *OsWRKY55*, *OsWRKY62*, *OsWRKY71*, and *OsWRKY72*. Additionally, other *OsWRKY45*-dependent transcription factors, including *OsMYB4*, *OsMYB8*, *OsNAC4*, and *OsHSF1*, were identified. Our own DEG analysis yielded comparable results, with the WRKY and MYB families being among the most represented. However, Nakayama et al. [28] reported only one down-regulated AP2/ERF transcription factor, whereas our analysis identified the AP2/ERF family as the most overrepresented. This discrepancy is probably explained by the fact that their study was limited to OsWRKY45-dependent benzothiadiazole (BTH)-responsive genes. Furthermore, genes such as those encoding cytochrome P450, glutathione S-transferase (GST) (P450 94A1), glutaredoxin (GRX480), chitinases, cellulose synthases, and various membrane and intracellular receptors, which are analogous to those identified in our transcriptomic analysis, were also identified by Nakayama et al. [28] as up-regulated genes. The comprehensive nature of our RNA-seq analysis provided more information than was obtained from the microarray analysis of rice [28]. Nevertheless, notable parallels were identified, indicating that *MaWRKY45* may regulate the response to biotic stress in a manner analogous to that observed in rice. Based on the DEG analysis, we proposed a model that highlights the key players associated with the overexpression of the banana *MaWRKY45* gene in *N. benthamiana* leaves (Figure 8). Considering the common evolutionary origin of the immune system in monocots and dicots [65,66], we expect that the results of the present study using *N. benthamina* as a model system will be similar in banana and other crops. The stable transformation of banana and potentially other crops with *MaWRKY45* under the regulation of an inducible promoter will shed light on this hypothesis.

This study is the first to implement the Infiltration-RNAseq method for the analysis of genes that are directly or indirectly regulated by biotic stress-related TFs in plants. Our findings demonstrate that this is a rapid and convenient method for profiling TF-mediated gene expression changes in *N. benthamiana*, as previously reported by Bond et al. [23]. We were aware that the infiltration of *Agrobacterium* in *N. benthamiana* leaves can lead to both biotic and abiotic stress responses [23]; however, we reasoned that the absence of *WRKY* genes in *Agrobacterium* and the overexpression of a *WRKY* gene such as *MaWRKY45* could cause significant differences in gene expression between *N. benthamiana* plants agroinfiltrated with the construct pCAMBIA2200::*MaWRKY45* or with the empty vector only (mock). Accordingly, the DEGs identified in this study were attributed to the overexpression of *MaWRKY45* in *N. benthamiana* leaves. It was essential to select an appropriate control to observe the effect of overexpressing a biotic stress-related TF in the agroinfiltration assay. The transcriptomic analysis was validated by examining the expression profiles of eight DEGs using RT-qPCR. The expression profiles of all genes demonstrated consistent similarity between the two analyses, thereby reinforcing the reliability of the findings. It is proposed that the Infiltration-RNAseq method offers a robust approach for elucidating the functional roles of biotic stress-related TFs using *N. benthamiana* as a model system.

Our findings suggest that MaWRKY45 TF regulates a diverse set of genes involved in plant immunity, providing a foundation for its application as a biotechnological tool to address key challenges in banana production, including *P*. *fijiensis* and Foc, which threaten banana production worldwide.

## 4. Materials and Methods

### 4.1. Biological Material

The study employed five-week-old *N. benthamiana* plants. The plants were cultivated in individual pots containing sterile peat moss and vermiculite (1:1) under controlled environmental conditions. The plants were grown under a 12 h light/12 h dark cycle, with a light intensity of 100 μmol m^−2^ s^−1^, a temperature of 25 ± 1 °C, and a relative humidity of approximately 70%. The *Escherichia coli* strain DH10B and *Agrobacterium tumefaciens* strain LBA4404 were employed for the purposes of cloning and agroinfiltration, respectively.

### 4.2. Amplification and Cloning of MaWRKY45

The coding sequence (CDS) of the *MaWRKY45* cDNA [18] was amplified using the Expand Long Template PCR System (Roche, Basel, Switzerland) and cloned into the pCAMBIA2200 expression vector, between the CaMV35S promoter and NOS terminator. The cloning was verified by enzymatic digestion and sequencing using the Sanger method (Macrogen Inc., Seoul, Republic of Korea). The *A. tumefaciens* LBA4404 cells were transformed by heat shock treatment with the pCAMBIA2200::MaWRKY45 construct or the empty vector pCAMBIA2200.

### 4.3. Agroinfiltration of N. benthamiana Leaves

The agroinfiltration of *N. benthamiana* leaves was performed in accordance with the methodology outlined by Norkunas et al. [67]. The *A. tumefaciens* cultures with the recombinant DNA vectors were adjusted to an OD600 of 1.0 for leaf infiltration. Two intermediate leaves, situated in the third and fourth positions from the youngest leaf of five-week-old *N. benthamiana* plants, were infiltrated with the pCAMBIA2200::MaWRKY45 construct or the empty vector pCAMBIA2200. A total of 18 *N. benthamiana* plants were utilized for agroinfiltration, with nine plants inoculated with the pCAMBIA2200::MaWRKY45 construct and nine plants inoculated with the pCAMBIA2200 vector. A completely randomized design was employed for the agroinfiltration experiment. After three days, the agroinfiltrated leaves were harvested and stored at −80 °C.

### 4.4. RNA Isolation and cDNA Library Preparation for Sequencing

Total RNA from agroinfiltrated leaves was isolated from 100 mg of tissue using the RNeasy Plant Minikit kit, following the instructions provided by the manufacturer (QIAGEN, Aarhus, Denmark). The concentration of the RNA was determined using a spectrophotometer (NanoDrop™ Lite, Thermo Fisher Scientific, Waltham, MA, USA). Subsequently, we implemented RNA pooling for RNA-seq, in accordance with the recommendations set forth by Assefa et al. [68]. RNA samples from three agroinfiltrated plants, treated with either pCAMBIA2200::*MaWRKY45* or pCAMBIA2200 (mock), were pooled to generate a biological replicate. This process resulted in the generation of a total of six biological replicates for subsequent analysis. The RNA samples were sent to Macrogen Inc. (Seoul, Republic of Korea) for sequencing. The integrity of the RNA was evaluated using the 2100 Bioanalyzer system (Agilent, Santa Clara, CA, USA). Six libraries were generated, three from pCAMBIA2200::MaWRKY45 and three from pCAMBIA2200. The TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, USA) was utilized for library construction in accordance with the manufacturer’s instructions. The six libraries were sequenced using the Illumina NovaSeq6000 platform, resulting in 100 bp paired-end reads. The quality of the raw reads was assessed through FASTQC analysis [69].

### 4.5. De Novo Transcriptome Assembly and Functional Annotation

Illumina adapters and reads shorter than 36 bp were removed using Trimmomatic [70]. A de novo transcriptome assembly was conducted using the Trinity v20140717 software [71]. Contigs were filtered and classified as a non-redundant transcript through the use of the CD-HIT-EST program [72]. Open reading frame (ORF) prediction was performed via the TransDecoder v3.0.1 software (https://github.com/TransDecoder/TransDecoder, accessed on 21 January 2022). Curated reads were aligned to the reference assembly using the Bowtie2 software (v2.2.6) [73]. For the functional annotation of unigenes, the sequences were searched against the Kyoto Encyclopedia of Genes and Genomes (KEGG) database v20220103 [74] (http://www.genome.jp/kegg/ko.html, accessed on 21 January 2022), NCBI Nucleotide (NT) v20180116 [75] (https://www.ncbi.nlm.nih.gov/nucleotide/, accessed on 21 January 2022), Pfam v20160316 [76] (http://pfam.xfam.org/, accessed on 21 January 2022), Gene Ontology (GO) v20180319 [77] (http://www.geneontology.org/, accessed on 21 January 2022), NCBI non-redundant Protein (NR) v20180503 [78] (https://www.ncbi.nlm.nih.gov/protein/, accessed on 21 January 2022), UniProt v20180116 [79] (http://www.uniprot.org/, accessed on 21 January 2022), and EggNOG veggnog4 [80] (http://eggnogdb.embl.de/, accessed on 21 January 2022) using BLASTN from the National Center for Biotechnology Information (NCBI) and BLASTX [81] from the DIAMOND software v0.9.21 [82] with an E-value cutoff of 1 × 10^−5^.

### 4.6. Analysis of Differentially Expressed Genes (DEGs)

The abundance of unigenes in each sample was estimated as read counts, a measure of expression, using the RSEM algorithm [83]. The differential expression analysis of the genes was conducted by comparing the data from samples transiently overexpressing *MaWRKY45* in *N. benthamiana* leaves (Nb-W45-OE1, Nb-W45-OE2, and Nb-W45-OE3) against three mock samples transiently transformed with the empty vector (Nb-EV1, Nb-EV2, and Nb-EV3). The identification of DEGs was conducted using the DESeq2 method, as described by Love et al. [84]. Transcript abundance was expressed in fragments per kilobase of exon model per million mapped reads (FPKM). The identification of DEGs was based on two criteria: a false discovery rate (FDR) of less than 0.05 and a fold change (FC) of at least 2. The DEGs were subjected to GO term pathway enrichment analyses using Fisher’s exact test with a cutoff of false discovery rate (FDR) < 0.05. The GO enrichment data and bar graphs were plotted using the ggplot2 v.3.5.1 package [85] in RStudio v.4.4.2, which is designed for data analysis and visualization. A search for differentially expressed TFs responsive to various forms of stress (bacteria, fungi, viruses, and phytohormones) was conducted through data mining using keywords in the GO database, which had previously been generated for gene functional annotation and gene expression profiling. The resulting DEGs were subsequently visualized through heat map graphs generated by the ComplexHeatmap v.2.20.0 package in RStudio v.4.4.2 [86]. A phylogenetic tree was constructed using 10 WRKY DEGs from *N. benthamiana* leaves overexpressing the banana gene *MaWRKY45* and the complete set of WRKY family members from *Arabidopsis thaliana*, plus *MaWRKY45* and *OsWRKY45*. The protein sequences were aligned using the MUSCLE algorithm, and a phylogenetic tree was constructed using the neighbor-joining (NJ) method with 1000 bootstrap replications. This was performed employing the Molecular Evolutionary Genetics Analysis (MEGA) v11.0.10 package [87] (http://www.megasoftware.net/, accessed on 13 April 2024). The phylogenetic tree was edited using the FigTree v1.4.4 program (http://tree.bio.ed.ac.uk/software/figtree, accessed on 8 June 2024).

### 4.7. RT-qPCR

Total RNA was extracted from the same *N. benthamiana* leaf material used for the Infiltration-RNAseq assay. cDNA synthesis was carried out from 5 µg of total RNA using the SuperScript III Reverse Transcriptase (Thermo Fisher Scientific). Oligonucleotides were designed for eight DEGs (Table S5) and the elongation factor 1α (EF1α) from *N. benthamiana* [88] was used as a reference gene. A real-time quantitative polymerase chain reaction (RT-qPCR) was conducted using the StepOnePlus™ Real-Time PCR System (Thermo Fisher Scientific). The program utilized a starting temperature of 95 °C for 10 min, followed by 40 cycles of 95 °C for 10 s, 57 °C for 30 s, and 72 °C for 30 s. The relative expression was calculated using the 2^−ΔΔCt^ method [25]. A statistical analysis was conducted using three biological replicates, as previously described. Each biological replicate comprises the total RNA pooling of three independent *N. benthamiana* plants under the same treatment (*MaWRKY45* overexpression or mock). The Anderson–Darling statistic was utilized to assess the normality assumption for a *t*-test. Subsequently, a Student’s *t*-test was employed via Minitab software v.17 (Minitab Inc., State College, PA, USA).

## 5. Conclusions

Overexpression of *MaWRKY45* in *N. benthamiana* leaves significantly altered the expression of genes involved in plant immune responses. In particular, numerous genes that were up-regulated encoded proteins that were homologs to disease resistance receptors, proteins involved in cell wall reinforcement, proteins with antimicrobial activity, and transcription factors that are related to plant immunity. 

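Of the 264 unigenes that the paper names by contig in its text, figures and tables, 246 passed the expression filter and 175 were called by edgeR. The other 71 had edgeR BH-adjusted p-values up to 0.171. Adjusted over the list alone, all 246 tested unigenes were past the threshold, which is not independent evidence, since the study chose the list on these libraries. The number called was 80 without mock replicate 1 and 103 and 101 without overexpression replicates 1 and 2, counted with the unigenes added by rule (187 of them called in all). In 240 of the 264 the groups did not overlap. Of the 246, 111 were higher and 135 lower in overexpression leaves. The paper bases its conclusion on the up-regulated genes for receptors, cell wall reinforcement, antimicrobial proteins and TFs. It concludes that *MaWRKY45* encodes a functional TF that can regulate multiple genes of plant immunity.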

The Infiltration-RNAseq method thus demonstrated that the banana *MaWRKY45* encodes a functional TF capable of regulating the expression of multiple genes related to plant immunity. These insights reinforce the notion that *MaWRKY45* is a promising candidate for bioengineering disease resistance in banana using, for instance, a pathogen-inducible promoter. Moreover, the Infiltration-RNAseq method, which employs *N. benthamiana* as a model plant, could facilitate and expedite the functional analysis of defense-related TFs from tropical crops, where the agroinfiltration technique is inapplicable or the generation of stable transgenic plants is a lengthy process.

## Figures and Tables

**Figure 1:**
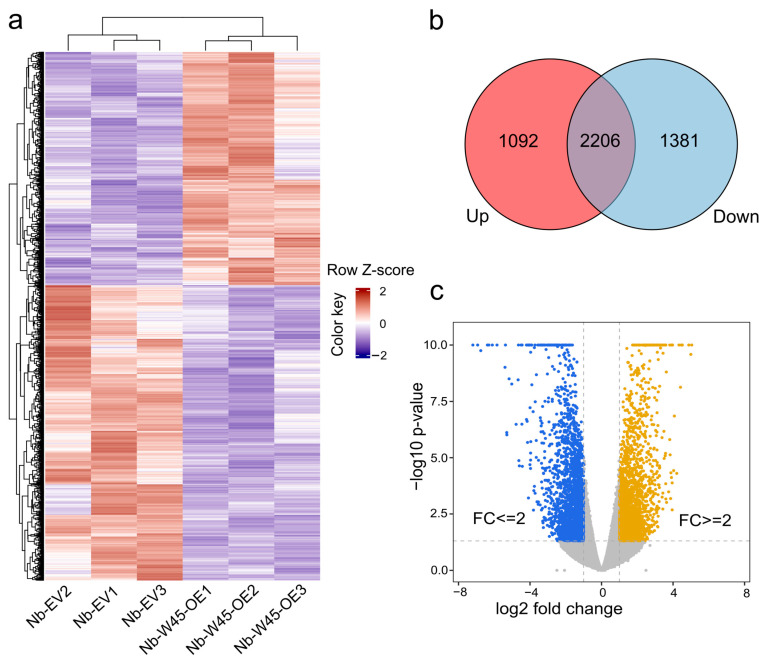
Differentially expressed genes (DEGs) in *N*. *benthamiana* leaves overexpressing banana *MaWRKY45*. (**a**) Heatmap of 2473 DEGs identified with a fold change (FC) ≥ 2 and a Benjamini–Hochberg FDR-adjusted *p*-value < 0.05. Up- and down-regulated genes are shown in red and blue, respectively. (**b**) Venn diagram highlighting the distribution of DEGs with FC ≥ 2 and raw *p*-values. (**c**) Volcano plot depicting the −log10 *p*-value against log2 FC, illustrating the significance and magnitude of differential expression. Yellow points represent DEGs with FC ≥ 2 and a Benjamini–Hochberg FDR-adjusted *p*-value < 0.05, while blue points correspond to DEGs with FC ≤ 2 and a Benjamini–Hochberg FDR-adjusted *p*-value < 0.05. Grey points represent genes with FC ≤ 2 and *p*-values < 0.05. The dashed line indicates the threshold for statistical significance. Nb-W45-OE1-3, treatment samples; Nb-EV1-3, mock samples.

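With an unadjusted p under 0.05 in place of the adjusted one, edgeR called 4076 unigenes at a fold change of at least 2, of which 1870 were up-regulated and 2206 down-regulated. DESeq2 on the unigenes with at least 1 count in all 6 libraries called 4679 at an unadjusted p under 0.05, 2202 up-regulated and 2477 down-regulated, a setting chosen after seeing the data. Of these, 2473 also passed the adjusted threshold and 2206 did not.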

**Figure 2:**
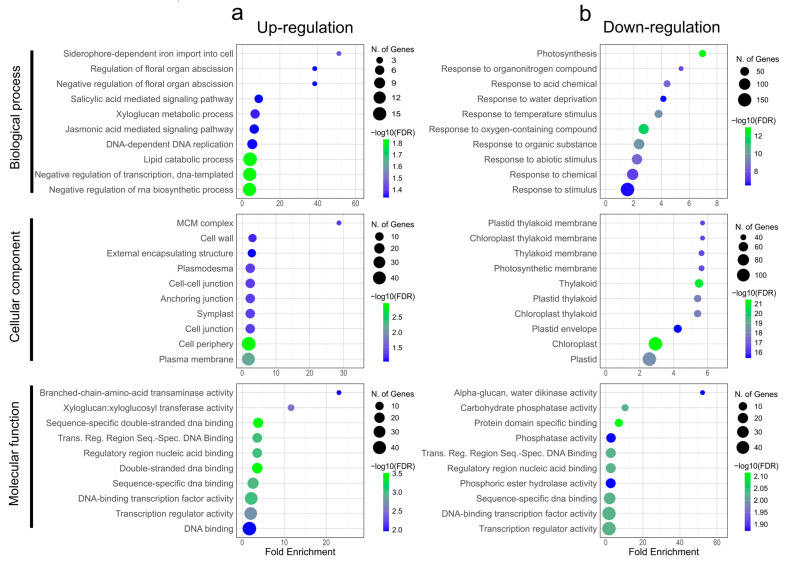
Gene ontology (GO) enrichment analysis of differentially expressed genes (DEGs) in *N*. *benthamiana* leaves overexpressing *MaWRKY45*. (**a**) Top 10 GO terms for up-regulated DEGs, categorized into biological processes, cellular components, and molecular functions. (**b**) Corresponding GO terms for down-regulated DEGs. Dot size represents the number of genes annotated to each term, and color intensity reflects statistical significance.

**Figure 3:**
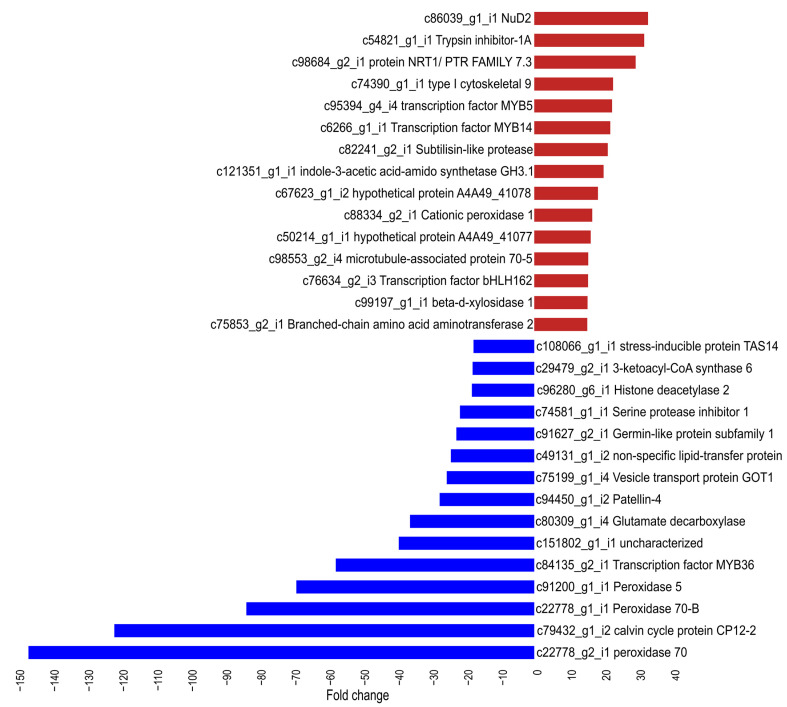
The 15 most significantly up- or down-regulated genes, as determined by fold change, are. Red bars indicate positive fold changes (up-regulation), while blue bars indicate negative fold changes (down-regulation). The gene IDs of *N. benthamiana* and the gene names of its homologs are provided for reference.

**Figure 4:**
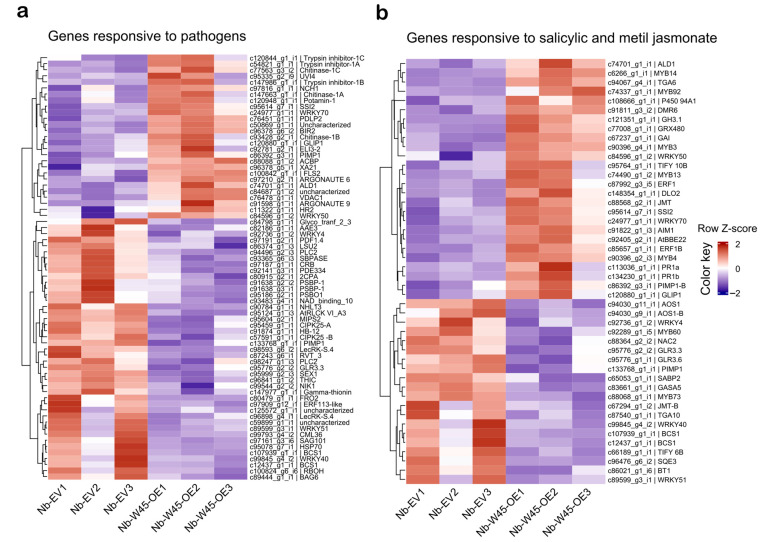
Differentially expressed genes (DEGs) related to biotic stress response. (**a**) Hierarchical clustering of annotated DEGs responsive to phytopathogens (bacteria, fungi, and viruses). (**b**) DEGs responsive to the phytohormones SA and JA. The data were hierarchically clustered using the Euclidean method (complete linkage), organizing the data based on contig and sample similarity with normalized expression levels. The color scale shows the gene expression range while the red and blue color bars represent up- and down-regulated genes, respectively. Nb-W45-OE1-3, treatment samples; Nb-EV1-3, mock samples.

**Figure 5:**
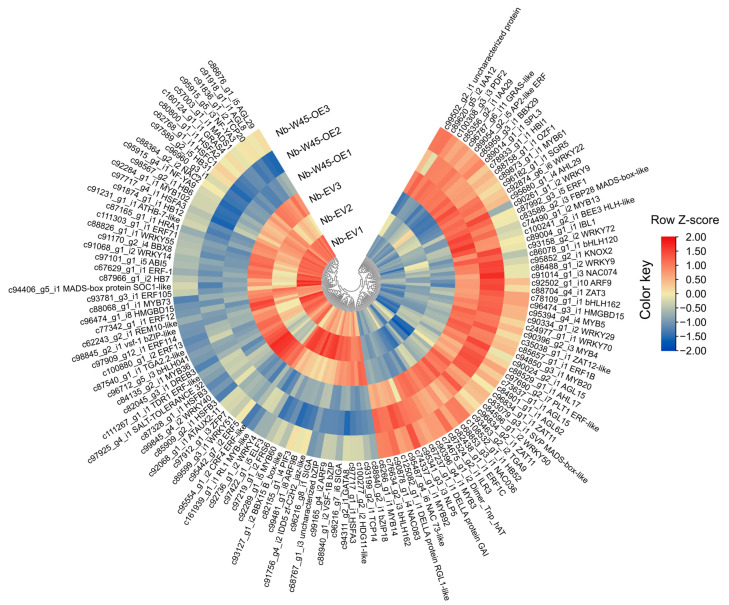
Hierarchical clustering of 127 differentially expressed genes encoding transcription factors from *N*. *benthamiana*, comparing treatment samples (Nb-W45-OE1-3) with mock samples (Nb-EV1-3). The color scale shows the gene expression range; the red and blue color bars represent up- and down-regulated genes, respectively.

**Figure 6:**
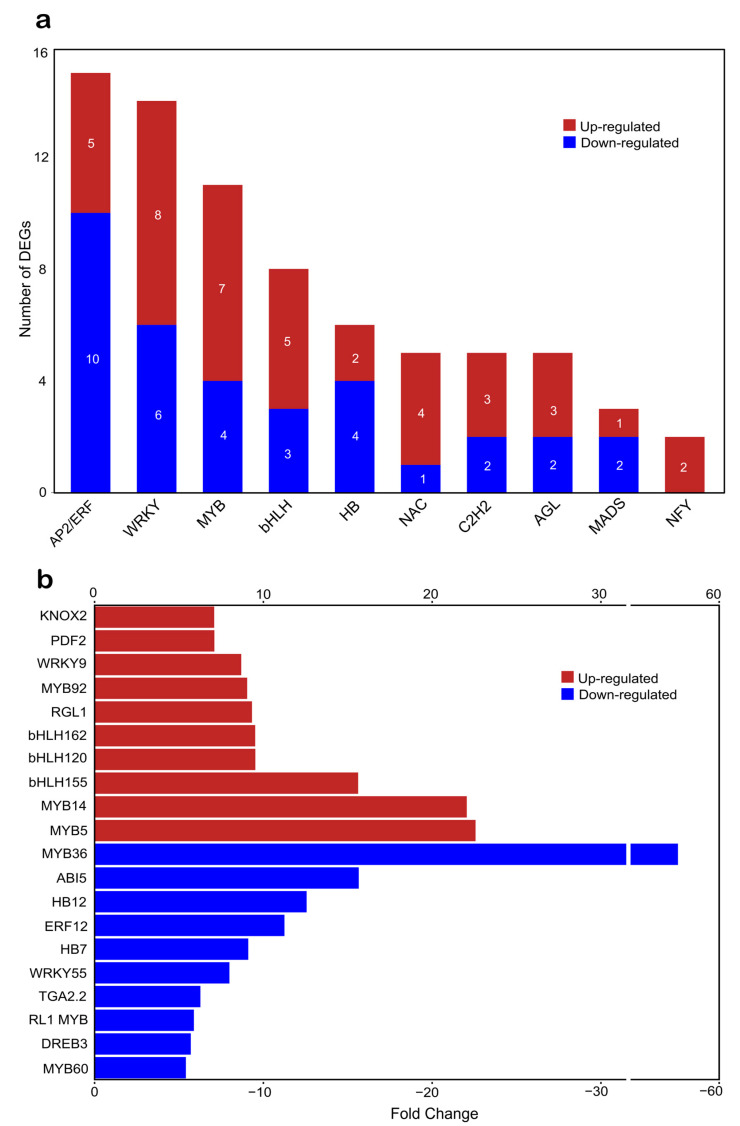
The most overrepresented families and members of transcription factors (TFs) differentially expressed in *N*. *benthamiana* leaves overexpressing the banana *MaWRKY45* gene. (**a**) The top 10 families with the highest number of members are shown. Bars in red and blue represent up- and down-regulated genes, respectively. (**b**) The top ten TF genes with the highest fold changes in either up- or down-regulation are plotted. Bars in red and blue indicate up- and down-regulated genes, respectively.

**Figure 7:**
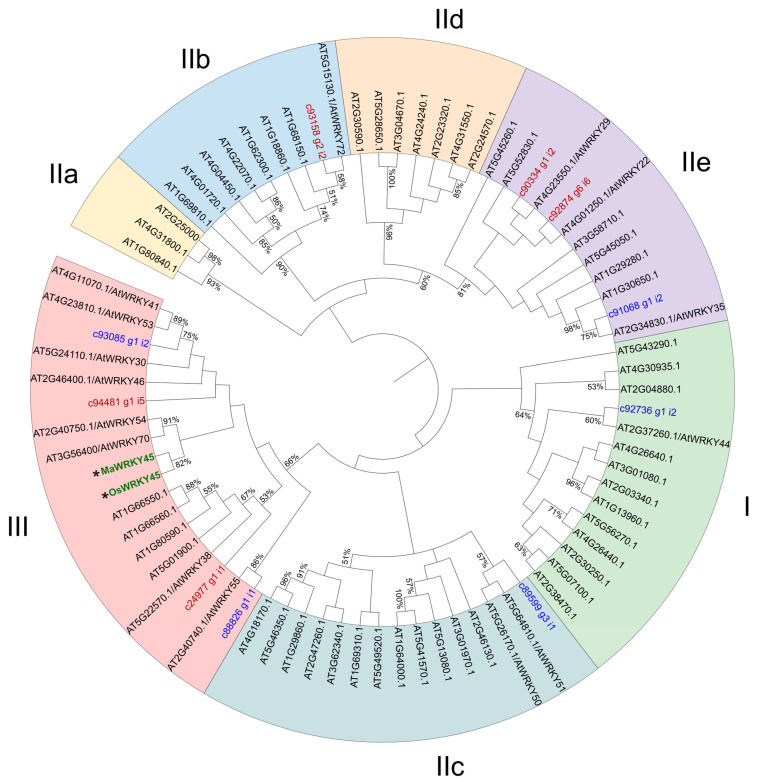
Phylogenetic tree of the amino acid sequences of 10 WRKY-DEGs from *N. benthamiana* leaves overexpressing the banana *MaWRKY45* gene, as well as the complete *Arabidopsis* WRKY family, plus MaWRKY45 (GenBank accession number OP186310) and OsWRKY45 (GenBank accession number AK066255). The sequences were aligned using the MUSCLE algorithm, and the tree was constructed using the neighbor-joining method. Numbers on the branches indicate the percentage of 1000 bootstrap replications supporting the particular nodes and only those ≥50% are shown. The groups and subgroups of WRKY TFs are highlighted in different colors. The *N. benthamiana* up-regulated WRKY genes are highlighted in red, while down-regulated WRKY genes are highlighted in blue. The MaWRKY45 and OsWRKY45 sequences are colored in green and highlighted with asterisks.

**Figure 8:**
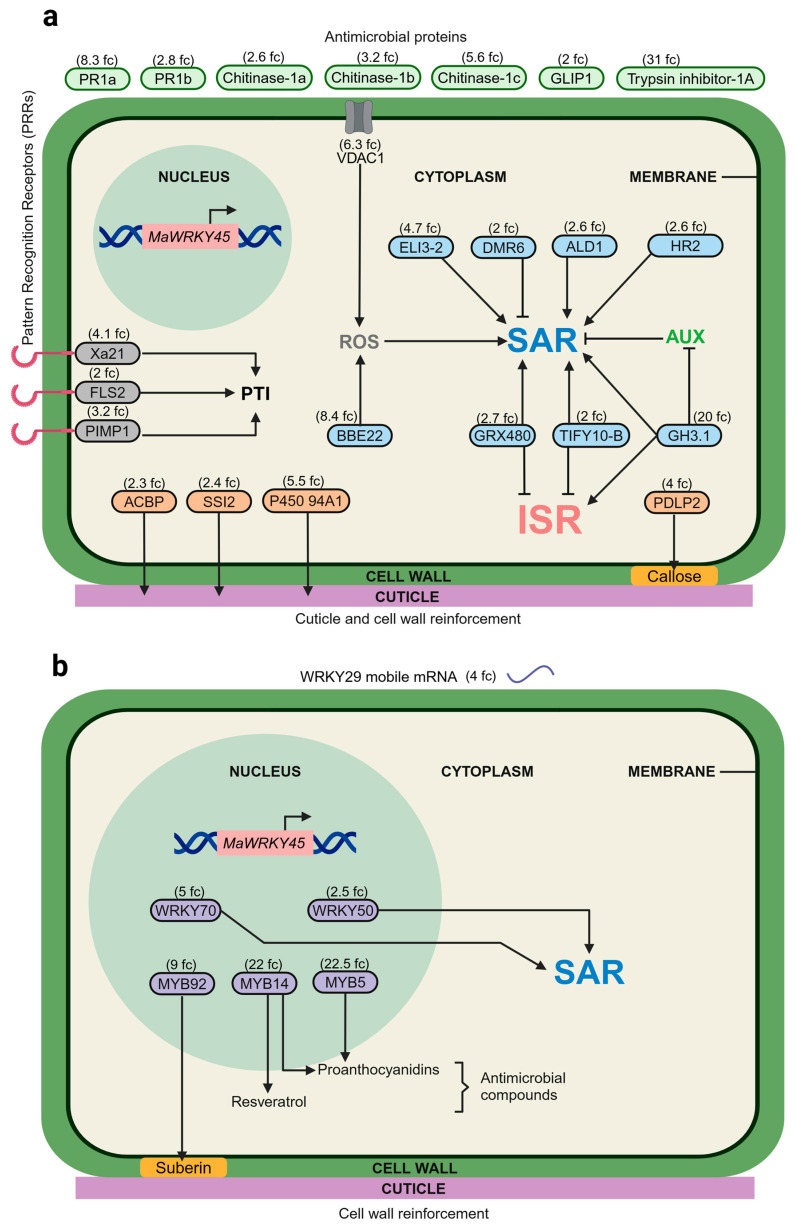
Overexpression of banana *MaWRKY45* activates a biotic defense regulatory network in *N*. *benthamiana*. (**a**) Extracellular, membrane and cytoplasmic proteins related to biotic stress responses encoded by genes up-regulated by *MaWRKY45* overexpression. (**b**) Transcription factors involved in biotic stress responses encoded by genes up-regulated by *MaWRKY45* overexpression. Proteins with cytoplasmic functions are shown in blue, proteins associated with membrane functions are shown in gray, proteins associated with cell wall and cuticle biosynthesis are shown in orange, proteins with extracellular functions are shown in green, and transcription factors are shown in purple. Arrows indicate positive regulation, while inhibition lines indicate negative regulation. The fold change values are shown in parentheses. ACBP, Acyl-CoA-Binding Protein; ALD1, AGD2-Like Defense Response Protein 1; AUX, auxins; BBE22, Berberine Bridge Enzyme-like 22; DMR6, Downy Mildew Resistant 6; ELI3-2, Early Lipoxygenase Inducible protein 3-2; FLS2, Flagellin-Sensing 2; GH3.1, Gretchen Hagen 3.1; GLIP1, GDSL Lipase 1; GRX480, Glutaredoxin 480; HR2, homolog of RPW8.2; ISR, Induced Systemic Resistance; MaWRKY45, *Musa acuminata* WRKY transcription factor gene; MYB5, myeloblastosis transcription factor 5; MYB14, myeloblastosis transcription factor 14; MYB92, myeloblastosis transcription factor 92; P450 94A1, Cytochrome P450 94A1; PDLP2, Plasmodesmata-Located Protein 2; PIMP1, Pathogen-Induced Membrane Protein 1; PR1a, Pathogenesis-Related Protein 1a; PR1b, Pathogenesis-Related Protein 1b; PTI, Pattern-Triggered Immunity; ROS, Reactive Oxygen Species; SAR, Systemic Acquired Resistance; SSI2, Suppressor of Salicylic Acid Insensitivity 2; TIFY10-B, member of the TIFY family; VDAC1, Voltage-Dependent Anion Channel 1; WRKY29, WRKY transcription factor 29; WRKY50, WRKY transcription factor 50; WRKY70, WRKY transcription factor 70; Xa21, Xanthomonas resistance protein 21.

**Figure 9:**
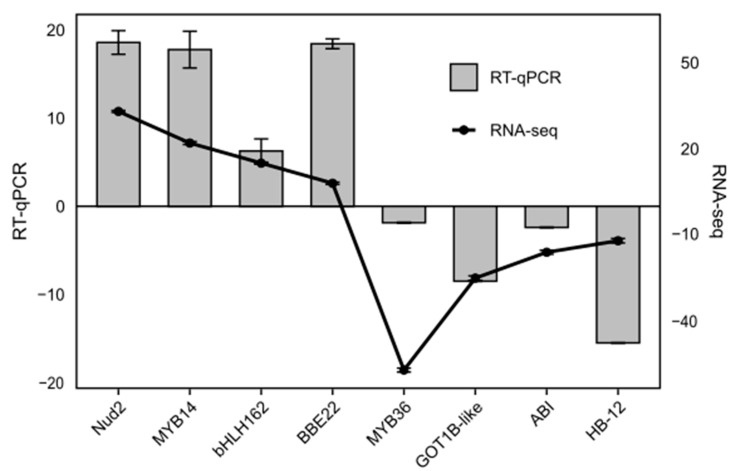
Validation of the RNA-seq data conducted through an RT-qPCR assay. The comparative expression profile of RNA-seq and RT-qPCR results of eight differentially expressed genes (DEGs) from *N. benthamiana* leaves (four up-regulated and four down-regulated) overexpressing the coding sequence of the banana *MaWRKY45* gene is presented. The experimental assay was repeated, yielding comparable results. RT-qPCR relative expression values were calculated using the 2^−ΔΔCt^ method [25]. The mean ± S.D. of three biological replicates is presented. The line represents the expression level of the eight DEGs transformed into fold change values. The bars represent the expression level of the RT-qPCR results.

**Table 1:** Statistics of de novo transcriptome assembly of *N*. *benthamiana*.

Metric	Transcript Contig	Only Longest Isoform per Gene
N50 (bp)	1289	898
Average contig length (bp)	782	620
Maximum contig length (bp)	14,833	14,833
Minimum contig length (bp)	201	201
GC content (%)	38	38
Total transcripts	273,793	189,020

## Data Availability

Original RNA-seq data are openly available in Gene Expression Omnibus under accession GSE282538.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/plants14030483/s1: Figure S1: RNA integrity and MaWRKY45 RT-PCR detection. (a) Total RNA from three biological control replicates and three biological replicates with the MaWRKY45 expression construct were fractionated on 1.5% agarose gel and stained with ethidium bromide. (b) PCR amplification of the MaWRKY45 CDS. Total RNA was isolated from all biological replicates of N. benthamiana leaves, cDNA was synthesized, and PCR reactions were performed using specific primers to detect the CDS of the MaWRKY45 banana gene (888 bp in length). Lanes 1–3 represent the three mock replicates (Nb_EV_1-3 samples), while lanes 4–6 represent the three biological replicates overexpressing the MaWRKY45 gene (Nb_W45-OE_1-3 samples); Figure S2: Expression analysis after 3 days of agroinfiltrating samples with the empty vector and overexpressing the MaWRKY45 CDS. (a) Correlation analysis between samples, where the X and Y axes represent each sample. The color represents the correlation coefficient (a darker color indicates higher correlation). (b) Hierarchical clustering among samples. The closer samples indicate similar expression levels. (c) Gene expression boxplot. The X-axis represents the sample name. The Y-axis represents the log10FPKM value. (d) Gene expression density map. The X-axis represents the log10FPKM value. The Y-axis represents the gene density; Table S1: Quality control measures of total RNA. Table S2: Summary of quality control metrics for sequencing libraries. Table S3: Statistics of filtered sequence data. Table S4: Differentially expressed genes with the highest fold change values; 60 genes with the highest fold change values (30 positively regulated and 30 negatively regulated) are represented. DEGs are defined as those with a fold change (FC) ≥ 2 and a Benjamini–Hochberg FDR-corrected *p*-value < 0.05. Table S5: Primer sequences for RNAseq validation of 10 differentially expressed genes.

# Supplementary material for: Infiltration-RNAseq Reveals Enhanced Defense Responses in Nicothiana benthamiana Leaves Overexpressing the Banana Gene MaWRKY45
**Source:** Plants (Basel). 2025 Feb 6;14(3):483. doi: 10.3390/plants14030483
**Supplement:** Supplementary file 1

## Supplementary Materials

### **Infiltration-RNAseq reveals enhanced defense responses in *Nicotiana benthamiana* leaves overexpressing the banana *MaWRKY45* gene**

Sergio Garcia-Laynes<sup>1</sup>, Carlos Ligne Calderón-Vázquez<sup>2</sup>, Carlos Puch-Hau<sup>3</sup>, Virginia Aurora Herrera-Valencia<sup>1\*</sup>, and Santy Peraza-Echeverria<sup>1\*</sup>

## Supplementary material

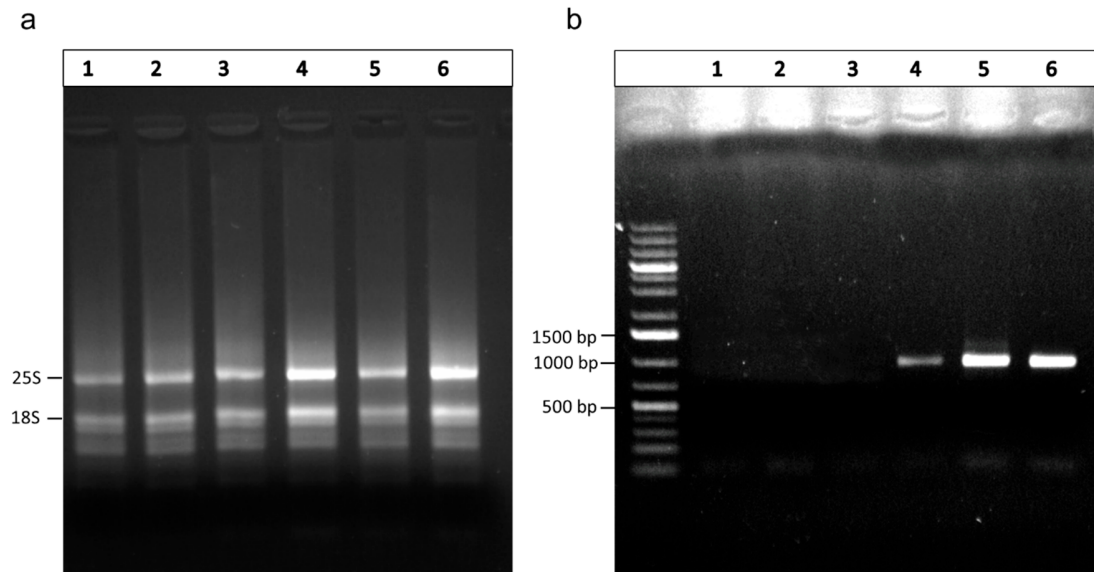

**Figure S1.** RNA integrity and *MaWRKY45* RT-PCR detection. a) Total RNA from three biological control replicates and three biological replicates with the *MaWRKY45* expression construct were fractionated on a 1.5% agarose gel and stained with ethidium bromide. b) PCR amplification of the *MaWRKY45* CDS. Total RNA was isolated from all biological replicates of *N. benthamiana* leaves, cDNA was synthesized, and PCR reactions were performed using specific primers to detect the CDS of the *MaWRKY45* banana gene (888 bp in length). Lanes 1-3 represent the three mock replicates (Nb\_EV\_1-3 samples), while lanes 4-6 represent the three biological replicates overexpressing the *MaWRKY45* gene (Nb\_W45-OE\_1-3 samples).

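In the count table, a unigene of 2535 bases (c147189_g1_i1) matches a banana WRKY protein in NR and has a WRKY domain in Pfam, while its UniProt match is a transactivator/viroplasmin protein. It had 1617, 781 and 1455 counts in mock replicates 1, 2 and 3 and 3133, 4527 and 3615 counts in overexpression replicates 1, 2 and 3, which is 102 ± 38.7 and 282 ± 43.7 TMM CPM. The log2 fold change was 1.46 (SE 0.29, edgeR's BH-adjusted p = 0.0181). The call was lost without mock replicate 1 (0.0702) and overexpression replicates 1 and 2 (0.0508 and 0.072). Other unigenes with a banana WRKY match had 1 count over the mock and 4 over the overexpression libraries (c149239_g1_i1, ratio 3.84, 95% counting interval 0.38 to 189), and 0 over the mock and 10 over the overexpression libraries (c161890_g1_i1, at least 3.2-fold higher). The counts do not show which part of the unigene the reads cover.

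**Figure D3:**
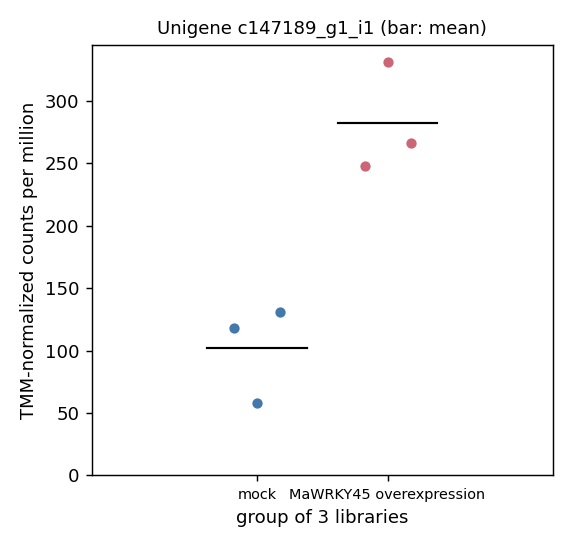
TMM CPM of the unigene that matches a banana WRKY protein (c147189_g1_i1) in each of the 6 libraries, with a bar at the mean of each group. Each mock library holds reads on this unigene and lies below each overexpression library.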

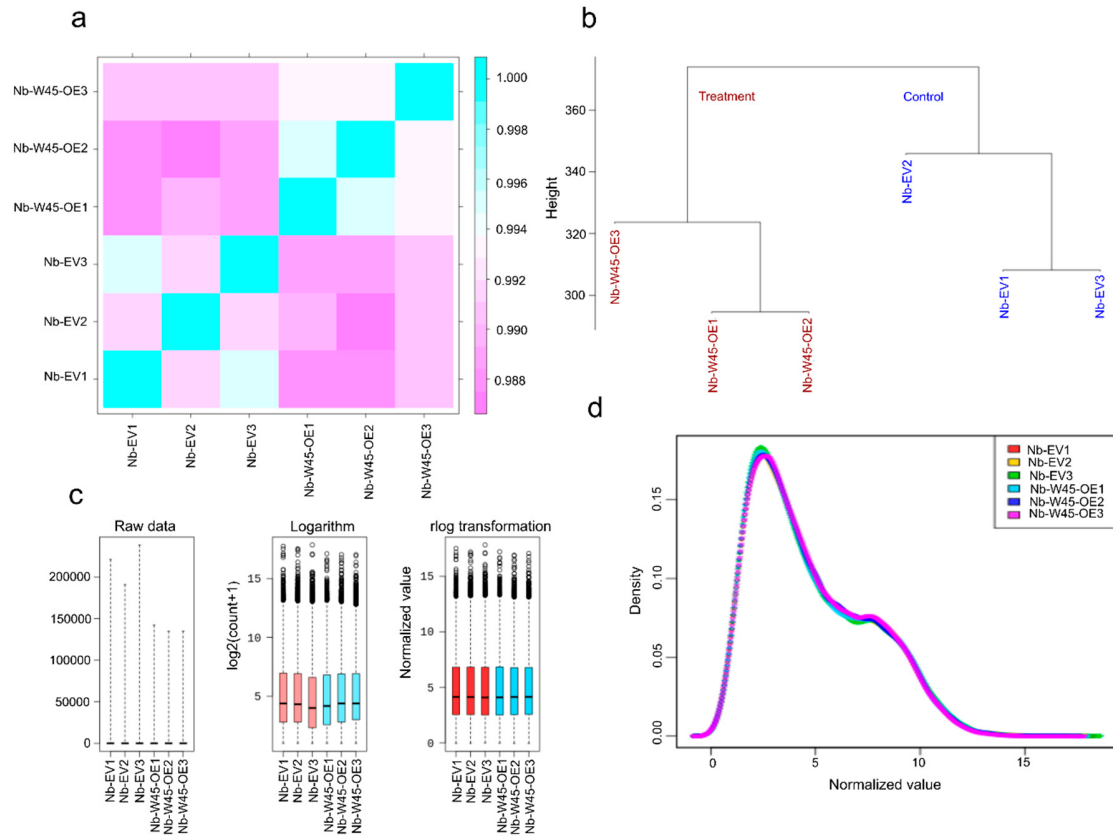

**Figure S2.** Expression analysis after 3 days of agroinfiltrating samples with the empty vector and overexpressing the *MaWRKY45* CDS. a) Correlation analysis between samples. Where, the X and Y axes represent each sample. The color represents the correlation coefficient (darker color indicates higher correlation). b) Hierarchical clustering among samples. The closer samples indicate similar expression levels. c) Gene expression Boxplot. The X-axis represents the sample name. The Y-axis represents the log10FPKM value. d) Gene expression density map. The X-axis represents the log10FPKM value. The Y-axis represents the gene density."

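Over the 37201 tested unigenes, Pearson correlations of log2(CPM + 1) lay between 0.961 and 0.982 for libraries of 1 group and between 0.936 and 0.955 for libraries of different groups, and average-linkage clustering split the libraries by group. The first principal component held 48.3% of the variance and the second 20%. Spearman correlations lay between 0.934 and 0.962 within and between 0.897 and 0.925 across groups. On unlogged CPM the ranges overlapped, at 0.713 to 0.95 within and 0.789 to 0.907 across groups, and the first split set mock replicates 1 and 2 apart from the other 4 libraries. Correlations across unigenes describe the libraries, and unigenes are not independent replicates.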

**Table S1.** Quality control measures of total RNA.

| Sample     | 260/280 ratio | RIN |
|------------|---------------|-----|
| Nb-W45-OE1 | 2.06          | 8   |
| Nb-W45-OE2 | 2.07          | 7.8 |
| Nb-W45-OE3 | 2.06          | 7.7 |
| Nb-EV1     | 2.06          | 7.1 |
| Nb-EV2     | 2.06          | 7.5 |
| Nb-EV3     | 2.07          | 8.8 |

\* Nb-WRKY45-OE and Nb-EV stand for *N. benthamiana* *WRKY45* Overexpression and *N. benthamiana* Empty Vector (mock), respectively. The numbers 1, 2 and 3 indicate the biological replicate number.

\*RIN, stands for RNA Integrity Number.

**Table S2.** Summary of quality control metrics for sequencing libraries.

| Library name | Library type         | Concentration (ug/ul) | Concentration (nM) | Size (bp) |
|--------------|----------------------|-----------------------|--------------------|-----------|
| Nb-W45-OE1   | TruSeq stranded mRNA | 16.8                  | 75.3               | 320       |
| Nb-W45-OE2   | TruSeq stranded mRNA | 21.8                  | 94.1               | 327       |
| Nb-W45-OE3   | TruSeq stranded mRNA | 12.6                  | 52.7               | 342       |
| Nb-EV1       | TruSeq stranded mRNA | 6.82                  | 29.8               | 324       |
| Nb-EV2       | TruSeq stranded mRNA | 15.8                  | 68                 | 325       |
| Nb-EV3       | TruSeq stranded mRNA | 9                     | 39.6               | 320       |

\* Nb-WRKY45-OE and Nb-EV stand for *N. benthamiana* WRKY45 Overexpression and *N. benthamiana* Empty Vector (mock), respectively. The numbers 1, 2 and 3 indicate the biological replicate number.

**Table S3.** Statistics of filtered sequence data.

| Sample        | Clean reads | GC %  | Q20(%) | Q30(%) | # of mapped reads   |
|---------------|-------------|-------|--------|--------|---------------------|
| Nb-WRKY45-OE1 | 48,964,020  | 42.63 | 98.81  | 95.76  | 29,466,854 (60.18%) |
| Nb-WRKY45-OE2 | 52,367,310  | 42.48 | 98.74  | 95.57  | 31,507,486 (60.17%) |
| Nb-WRKY45-OE3 | 49,668,180  | 42.23 | 98.76  | 95.59  | 29,540,364 (59.48%) |
| Nb-EV1        | 55,172,720  | 42.42 | 98.86  | 95.92  | 33,096,048 (59.99%) |
| Nb-EV2        | 55,770,394  | 43.13 | 98.84  | 95.79  | 32,833,156 (58.87%) |
| Nb-EV3        | 45,366,776  | 42.50 | 98.74  | 95.52  | 27,811,088 (61.3%)  |
| Total         | 307,309,400 |       |        |        | 184,254,996         |

\* Nb-WRKY45-OE and Nb-EV stand for *N. benthamiana* WRKY45 Overexpression and *N. benthamiana* Empty Vector (mock), respectively. The numbers 1, 2 and 3 indicate the biological replicate number.

**Table S4.** DEGs with the highest fold change values are shown. 60 genes with the highest fold change values (30 positively regulated and 30 negatively regulated) were represented. DEGs were defined as those with a fold change (FC)  $\geq 2$  and a Benjamini-Hochberg FDR-corrected p-value  $< 0.05$ .

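Of the 60 unigenes of Table S4, 59 were matched by name to the counts and analysed here. The other one (c96101_g1_i5) had no match under that name and was not analysed. The 52 that passed the expression filter were all called by edgeR, each in the direction of the table, 26 up-regulated and 26 down-regulated. Adjusted over the list alone the number was again 52, and since the table holds the largest changes in these libraries, that is not independent evidence. Across these unigenes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 1 and a Spearman correlation of 0.999 with the log2 of the paper's values, with a largest gap of 0.14. DESeq2 with its default filtering called 58 of the 59. Of the 59, 58 had groups that did not overlap.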

| #                  | Gene ID      | Gene name                                 | Protein activity                   | Subcellular Localization | Biological process                                         | Fold_change |
|--------------------|--------------|-------------------------------------------|------------------------------------|--------------------------|------------------------------------------------------------|-------------|
| UP REGULATED GENES |              |                                           |                                    |                          |                                                            |             |
| 1                  | c86039_g1_i1 | Nudix hydrolase 2-like                    | hydrolase activity                 | Cytoplasm                | Response to oxidative stress                               | 33.004058   |
| 2                  | c54821_g1_i1 | Trypsin inhibitor 1-like (potato_inhibit) | Peptidase activity                 | Extracellular            | Defense response to fungus/response to wounding            | 31.889631   |
| 3                  | c98684_g2_i1 | NRT1/ PTR FAMILY 7.3-like                 | transporter activity               | Membrane                 | Response to nitrate                                        | 29.415224   |
| 4                  | c74390_g1_i1 | Keratin, type I cytoskeletal 9-like       | -                                  | -                        | -                                                          | 22.870795   |
| 5                  | c95394_g4_i4 | Transcription repressor MYB5-like         | Transcription factor activity      | Nucleus                  | Seed germination/trichome differentiation                  | 22.573151   |
| 6                  | c6266_g1_i1  | MYB14                                     | Transcription factor activity      | Nucleus                  | cell differentiation/response to salt/response to freezing | 22.053513   |
| 7                  | c82241_g2_i1 | subtilisin-like protease SBT1.7           | serine-type endopeptidase activity | Cell wall                | -                                                          | 21.327421   |

|    |               |                                                            |                                             |                               |                                           |                  |
|----|---------------|------------------------------------------------------------|---------------------------------------------|-------------------------------|-------------------------------------------|------------------|
| 8  | c121351_g1_i1 | indole-3-acetic acid-amido synthetase (GH3.1)              | Ligase activity                             | Cytoplasm                     | Response to auxin                         | <b>20.119373</b> |
| 9  | c67623_g1_i2  | Uncharacterized                                            | -                                           | -                             | -                                         | <b>18.476865</b> |
| 10 | c88334_g2_i1  | Cationic peroxidase 1-like                                 | Peroxidase activity                         | Extracellular region          | Response to oxidative stress              | <b>16.826092</b> |
| 11 | c50214_g1_i1  | Uncharacterized                                            | -                                           | -                             | -                                         | <b>16.374693</b> |
| 12 | c98553_g2_i4  | Microtubule-associated protein 70-5-like                   | Microtubule binding                         | Cytoplasm                     | Cell wall organization                    | <b>15.663553</b> |
| 13 | c76634_g2_i3  | bHLH162-like                                               | Transcription factor activity               | Nucleus                       | -                                         | <b>15.615904</b> |
| 14 | c99197_g1_i1  | Beta-D-xylosidase 1-like                                   | Xylan 1,4-beta-xylosidase activity          | Cell wall                     | Xylan catabolic process                   | <b>15.464113</b> |
| 15 | c75853_g2_i1  | Branched-chain-amino-acid aminotransferase 2               | Catalytic activity                          | Cytoplasm                     | Amino acid biogenesis                     | <b>15.382905</b> |
| 16 | c95261_g7_i4  | Uncharacterized peptidase                                  | Peptidase activity                          | -                             | -                                         | <b>15.288214</b> |
| 17 | c84310_g1_i1  | CONSTANS-LIKE 2-like                                       | Transcription factor activity               | Nucleus                       | Regulation of flower development          | <b>15.148669</b> |
| 18 | c70942_g3_i1  | Chaperone protein dnaJ 20                                  | Folding                                     | Chloroplast                   | -                                         | <b>15.036430</b> |
| 19 | c93307_g26_i1 | Probable disease resistance protein (HR2)                  | -                                           | -                             | -                                         | <b>14.722448</b> |
| 20 | c89138_g2_i4  | Probable serine/threonine-protein kinase WNK4              | Protein serine/threonine kinase activity    | Cytoplasm                     | Intracellular signal transduction         | <b>14.555279</b> |
| 21 | c95764_g2_i1  | Protein IQM3                                               | Calmodulin binding                          | Cytoplasm/Nucleus/Chloroplast | -                                         | <b>14.291853</b> |
| 22 | c93342_g8_i1  | Inositol 2-dehydrogenase-like                              | Oxidoreductase activity                     | -                             | Oxidation-reduction process               | <b>14.083394</b> |
| 23 | c54440_g1_i1  | Cation/H(+) antiporter 18-like                             | Proton antiporter activity                  | -                             | Regulation of pH                          | <b>14.070267</b> |
| 24 | c66466_g1_i1  | histone H2B-like                                           | -                                           | -                             | -                                         | <b>12.445786</b> |
| 25 | c89071_g1_i2  | Heavy metal-associated isoprenylated plant protein 20-like | Metal ion transport                         | Cytoplasm                     | Cellular transition metal ion homeostasis | <b>12.078625</b> |
| 26 | c2624_g2_i1   | xyloglucan endotransglucosylase/hydrolase protein 16       | Hydrolase activity                          | Cell wall                     | Cell wall biogenesis                      | <b>11.791959</b> |
| 27 | c63510_g1_i1  | Aluminum-activated malate transporter 2                    | Malate transmembrane transporter activity   | Vacuole membrane              |                                           | <b>11.324505</b> |
| 28 | c44491_g1_i1  | F-box/kelch-repeat protein                                 | Ubiquitin-protein transferase activity      | -                             | Proteasomal catabolic process             | <b>11.232088</b> |
| 29 | c50869_g1_i1  | Uncharacterized                                            | Integral component of mitochondria membrane | Mitochondria                  | Defense response to fungus                | <b>11.060097</b> |
| 30 | c91935_g1_i1  | Flavin-containing monooxygenase                            | monooxygenase activity                      | -                             | Oxidation-reduction process               | <b>10.846860</b> |

# DOWN REGULATED GENES

|    |               |                                                      |                                               |                                   |                                                    |                    |
|----|---------------|------------------------------------------------------|-----------------------------------------------|-----------------------------------|----------------------------------------------------|--------------------|
| 31 | c22778_g2_i1  | peroxidase 70-like                                   | Peroxidase activity                           | Extracellular region              | Response to oxidative stress                       | <b>-146.692552</b> |
| 32 | c79432_g1_i2  | Calvin cycle protein CP12-2                          | Protein binding                               | Chloroplast                       | Reductive pentose-phosphate cycle                  | <b>-121.782986</b> |
| 33 | c22778_g1_i1  | Cationic peroxidase 1-like                           | Peroxidase activity                           | Extracellular region              | Response to oxidative stress                       | <b>-83.490394</b>  |
| 34 | c91200_g1_i1  | peroxidase 5-like                                    | Peroxidase activity                           | Cell wall                         | Plant-type cell wall organization                  | <b>-69.003335</b>  |
| 35 | c84135_g2_i1  | MYB36                                                | Transcription factor activity                 | nucleus                           | cell differentiation                               | <b>-57.558788</b>  |
| 36 | c60482_g1_i1  | Proline-rich extensin-like protein EPR1              | -                                             | -                                 | -                                                  | <b>-41.462491</b>  |
| 37 | c73290_g2_i1  | Serine/threonine-protein kinase HT1-like             | -                                             | -                                 | -                                                  | <b>-39.447026</b>  |
| 38 | c151802_g1_i1 | LTP_2                                                | Lipid binding                                 | Extracellular region              | Lipid transport                                    | <b>-39.286353</b>  |
| 39 | c80309_g1_i4  | Glutamate decarboxylase-like                         | Pyridoxal phosphate binding                   | Cytoplasm                         | Glutamate metabolic process                        | <b>-36.037157</b>  |
| 40 | c94450_g1_i2  | Patellin-4-like                                      | Transporter activity                          | Nucleus/plasma membrane/cytoplasm | cell cycle                                         | <b>-27.429015</b>  |
| 41 | c75199_g1_i4  | Vesicle transport protein GOT1B-like                 | Vesicle-mediated transport                    | Plasma membrane                   | Vesicle-mediated transport                         | <b>-25.375719</b>  |
| 42 | c49131_g1_i2  | Lipid-transfer protein-like protein                  | Lipid binding                                 | Plasma membrane                   | Lipid transport                                    | <b>-24.182679</b>  |
| 43 | c91627_g2_i1  | Putative germin-like protein 2-1                     | Oxalate decarboxylase activity                | Cell wall                         | Oxalate metabolic process                          | <b>-22.590016</b>  |
| 44 | c74581_g1_i1  | Cysteine protease inhibitor 8-like                   | -                                             | Vacuole                           | -                                                  | <b>-21.546766</b>  |
| 45 | c92242_g1_i1  | Putative two-component response regulator-like APRR6 | -                                             | -                                 | -                                                  | <b>-18.374051</b>  |
| 46 | c96280_g6_i1  | Histone deacetylase 2-like                           | Histone deacetylase activity                  | Nucleus                           | Regulation of transcription                        | <b>-18.083386</b>  |
| 47 | c29479_g2_i1  | 3-ketoacyl-CoA synthase 6-like                       | Integral component of membrane                | Endoplasmic reticulum membrane    | Fatty acid biosynthetic process                    | <b>-17.883296</b>  |
| 48 | c94012_g4_i8  | Uncharacterized                                      | Integral component of membrane                | Plasma membrane                   | Integral component of membrane                     | <b>-17.003308</b>  |
| 49 | c137410_g1_i1 | Stress-inducible protein TAS14-like                  | -                                             | -                                 | -                                                  | <b>-16.975060</b>  |
| 50 | c100522_g5_i1 | Amino acid permease 6-like                           | amino acid transmembrane transporter activity | Plasma membrane                   | Amino acid transmembrane transport                 | <b>-16.533300</b>  |
| 51 | c97639_g2_i2  | ABI five binding protein 2                           | Protein binding                               | Nucleus                           | response to water deprivation/ Signal transduction | <b>-16.055005</b>  |
| 52 | c96544_g2_i3  | Transmembrane 9 superfamily member 11-like           | integral component of membrane                | Plasma membrane                   | integral component of membrane                     | <b>-16.048396</b>  |

|    |               |                                                          |                                    |         |                                                                                   |                   |
|----|---------------|----------------------------------------------------------|------------------------------------|---------|-----------------------------------------------------------------------------------|-------------------|
| 53 | c94029_g1_i1  | Vacuolar cation/proton exchanger 3-like                  | Calcium:cation antiporter activity | Vacuole | Cellular calcium ion homeostasis                                                  | <b>-16.030373</b> |
| 54 | c29831_g1_i1  | Defensin-like protein 19                                 | -                                  | -       | -                                                                                 | <b>-15.675318</b> |
| 55 | c97101_g1_i5  | ABSCISIC ACID-INSENSITIVE 5-like                         | Transcription factor activity      | Nucleus | water deprivation/salt                                                            | <b>-15.653345</b> |
| 56 | c136888_g1_i1 | Protein LE25-like                                        | -                                  | -       | Embryo development ending in seed dormancy/response to cold and water deprivation | <b>-15.607630</b> |
| 57 | c78801_g4_i1  | Defensin-like protein 1                                  | -                                  | -       | -                                                                                 | <b>-14.977649</b> |
| 58 | c96101_g1_i5  | Zinc finger Ran-binding domain-containing protein 2-like | -                                  | Nucleus | -                                                                                 | <b>-13.794202</b> |
| 59 | c87626_g1_i3  | Uncharacterized                                          | Beta-glucosidase activity          | -       | Response to salt stress                                                           | <b>-13.195476</b> |
| 60 | c91874_g1_i1  | HB-12                                                    | Transcription factor activity      | Nucleus | Response to virus, salt and water deprivation                                     | <b>-12.562572</b> |

**Table S5.** Primer sequences for RNAseq validation of 10 genes differentially expressed.

| ID                                               | Gen name     | RNASeq Fold Change | Primer sequence (5'→3')                                                |
|--------------------------------------------------|--------------|--------------------|------------------------------------------------------------------------|
| c84135_g2_i1                                     | MYB36        | -57                | Forward: gctctccctcaaaaagcagg<br>Reverse: ttgcagctatcacagaccacc        |
| c75199_g1_i4                                     | GOT1B-like   | -25                | Forward: ccattggagtgtgcctacc<br>Reverse: gccaaaagccactaaacagc          |
| c97639_g2_i2                                     | ABI          | -16                | Forward: gagggtgtcgaagcagaaca<br>Reverse: tgtcttcccccttaccatact        |
| c91874_g1_i1                                     | HB-12        | -12                | Forward: cgtcaggttgcaatttgggt<br>Reverse: tgtccaccttcttctcgga          |
| c86039_g1_i1                                     | Nud2         | 33                 | Forward: gttggtattggtgctctctgt<br>Reverse: tgtctgaaggcaggagatttg       |
| c6266_g1_i1                                      | MYB14        | 22                 | Forward: acatgtgaagtgtgatgtgtg<br>Reverse: gtgatcaactgatgacaaagtga     |
| c76634_g2_i3                                     | bHLH162-like | 15                 | Forward: agaaatccactatggattcagc<br>Reverse: ggaaagaaacaaatggaaaaccttag |
| c92405_g2_i1                                     | BBE22        | 8                  | Forward: agtacttggtcaactggggt<br>Reverse: cccagatttggcctttga           |
| NbEF1α<br>Reference gene<br>(Zhang et al., 2023) | NbEF1α       | -                  | Forward: agctttacctccaagtcac<br>Reverse: agaacgcctgtcaatcttgg          |

How the deposited data were processed for this re-analysis (not part of the article)

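RNA from *N. benthamiana* leaves was sequenced by the authors in 6 libraries, 3 of leaves infiltrated with the empty vector (mock) and 3 of leaves overexpressing *MaWRKY45*, each made from RNA of 3 plants pooled. According to the paper's methods, the authors removed adapters and reads under 36 bp with Trimmomatic, assembled the reads de novo with Trinity, reduced redundancy with CD-HIT-EST and aligned the reads to the unigenes with Bowtie2. The deposited counts are read pairs per unigene, assigned by the authors with RSEM and not normalized. The deposited expected counts of the single libraries are RSEM's estimates, whole numbers without exception, and equal the counts of the joint table in each of the 6 libraries. The FPKM values beside them were computed by the authors from the same estimates and were not used here, since the tests need counts. The deposited annotation of each unigene (NR, UniProt, GO and a Pfam column with 1 domain) was used as the authors made it. All value columns belong to 1 of the 6 libraries. Reads were not reprocessed, and no genome was used.

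Total counts per library range from 12031310 to 14285138. At this depth, 3 counts over a group, the floor used where all libraries of a group are at 0, correspond to well under 1 CPM. Where a group held 1 to 3 counts the ratio of the groups is given with a 95% counting interval. These intervals and floors leave out the variation between plants.

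The groups were compared in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest, BH adjustment over the tested unigenes), at an adjusted p under 0.05 and a fold change of at least 2. On simulated counts with 200 changed among 37201 unigenes, edgeR recovered 167 (83.5%) with 13 false calls, limma-voom 161 with 12, DESeq2 170 with 29, and edgeR with a replicate block 158 with 11. The simulated changes were all well above the fold threshold and lay in unigenes with a mean of at least 1 TMM CPM. They were also far fewer than the calls in the data. The recovery therefore does not describe changes near the threshold or in unigenes with few counts. The tests, the keyword sets, the transcription factor domains and the listed alternatives were chosen before the data were examined, except those named as chosen later. Alternatives to the test were DESeq2 1.42.0 with its default filtering, DESeq2 on unigenes with at least 1 count in all 6 libraries, limma-voom (limma 3.58.1), edgeR's glmTreat and unadjusted p-values. Alternatives to the scaling were DESeq2's size factors in the edgeR fit and library size alone. Alternatives to the filter were none, at least 1 count in all 6 libraries, and at least 1 CPM in 3 libraries. The replicate number was tried as a block, and each library was left out in turn.

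GO sets were tested with limma's camera at its preset correlation and with fry, BH-adjusted over the sets of each list. Enriched GO terms were found with a one-sided Fisher's exact test per direction, on the tested unigenes with a GO term, for terms with at least 5 of them. Terms were taken as listed for each unigene, without adding parent terms. Keyword sets took the unigenes with a biological process term that holds the keyword. Shares of called unigenes in a set or a domain family were compared with Fisher's exact test, BH-adjusted over the sets or families. Correlations between libraries used log2(CPM + 1) of the tested unigenes.

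Single unigenes are named by a fixed rule: each one that the paper names by its contig in the text, in Tables S4 and S5 or in a readable label of Figures 3, 4, 5 and 7 (whose values had been seen in the paper), each one matched to a banana WRKY protein, and the 5 largest rises and 5 largest falls among called unigenes with a mean of at least 1 TMM CPM and groups that do not overlap. By the same rule, a gene that the paper names without a contig is reported only where the deposited annotation or a figure label gives its contig. For bHLH155 the match to c92714_g1_i2 rests on the annotated name alone. The match is doubtful, since other called TFs had larger fold changes than this unigene. The unigene c92714_g1_i2 is still counted with the named unigenes. Unigenes were assigned to a yeast, *E. coli*, *Agrobacterium*, arthropod, cloning vector or banana WRKY origin from the species or vector name of the deposited NR match (yeast, arthropod, banana) or nucleotide match (*E. coli*, *Agrobacterium*, vector), with at least 10 counts over the 6 libraries where shares of unigenes are given. This grouping was made after seeing the data. Of the unigenes of Table S4, 1 was not analysed here, and the RT-PCR and RT-qPCR measurements and the phylogenetic tree were not analysed either.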

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

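The tests of this part were chosen only after the result was seen, apart from the test of the GO set response to molecule of bacterial origin, which was set before its result was seen.

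Counts on unigenes whose nucleotide match is *E. coli* form a signal that the paper does not report. The 191 such unigenes took 26.5 ± 7.93 CPM in the mock and 246 ± 42.8 CPM in the overexpression libraries (n = 3 each), a ratio of 9.28. Between 16 and 24 of them had a count in a mock library, and between 115 and 149 in an overexpression library. All 7 that passed the expression filter were called up-regulated by edgeR. A single contaminated library is excluded, since the lowest overexpression library lay 6.39 times above the highest mock library. Transcripts of the infiltrated *Agrobacterium* that had been assigned to *E. coli* unigenes are excluded too, since the 55 *Agrobacterium*-matched unigenes did not rise (19.2 ± 9.33 CPM in mock and 13.2 ± 0.95 CPM in overexpression libraries, a ratio of 0.689). The ratio of 9.28 follows the groups in each library, so a difference in handling between the groups, of plants, cultures or RNA, cannot be told apart from the treatment. *E. coli* was the cloning host of the construct according to the paper, and no biological source was tested. Whether overexpression leaves responded to *E. coli* cannot be told apart either: the 35 unigenes of the set response to molecule of bacterial origin had a median log2 fold change of -0.06 and a mean of -0.10, with the direction up under camera (BH-adjusted p = 0.948, 0.169 to 0.948 over the settings) and down under fry (0.968). Without mock replicate 2 fry gave a BH-adjusted p of 0.032 with the set lower.

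A banana WRKY-matched unigene (c147189_g1_i1) was counted in every mock library, whereas the mock leaves received an empty vector. The 3 unigenes with such a match together took 96.4 ± 36.3 CPM in the mock and 290 ± 43.7 CPM in the overexpression libraries, a ratio of 3.01. A swapped or wrong library label is excluded, since the lowest overexpression library lay 2.06 times above the highest mock library. Reads carried over from overexpression libraries are excluded as the whole cause, since the *E. coli*-matched unigenes reached 0.108 of their overexpression level in the mock libraries and the banana WRKY-matched ones 0.333. Sequence that both constructs share cannot be told apart from transcripts of the gene: unigenes that match cloning vectors took 4.15 ± 0.94 CPM in the mock and 8.62 ± 1.24 CPM in the overexpression libraries, so vector sequence was present in both groups, and counts per unigene do not show which part of the unigene the reads cover. The UniProt match of the unigene to a viral transactivator is one reason why it may hold vector sequence beside the banana sequence. Transcripts of *N. benthamiana* WRKY genes assigned to this unigene were not tested.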

How the results depend on the processing

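Settings added after seeing the data were the removal of yeast-matched unigenes, DESeq2 on unigenes counted in all 6 libraries for anything but the number of DEGs with an adjusted p, and, for the keyword sets, TFs and GO terms, the other scalings and the leaving out of libraries.

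The number of called unigenes, 1706 with edgeR, stayed within 1.5 times under limma-voom (1360), DESeq2's size factors (1751), library size alone (1681), a count in all 6 libraries (1792), 1 CPM in 3 libraries (1555) and without yeast-matched unigenes (1546). It moved to 2562 under DESeq2 (1591 of them down-regulated), to 4201 with no filter (1615 up-regulated and 2586 down-regulated), to 382 under glmTreat (121 and 261), to 4076 with unadjusted p (1870 and 2206), and to 4679 under DESeq2 on unigenes counted in all 6 libraries with unadjusted p (2202 and 2477). DESeq2 on these unigenes with adjusted p called 2473, of which 1092 up-regulated. The no-filter and unadjusted settings test more unigenes or drop the adjustment, and glmTreat sets a stricter null, by construction. The cause of the DESeq2 difference was not tested. With libraries left out in turn the total ran from 669 (without mock replicate 1) to 2756 (without overexpression replicate 3), the up-regulated from 229 to 1206 and the down-regulated from 440 to 1550, with the extremes without the same 2 libraries. Down-regulated unigenes outnumbered up-regulated ones in each of these settings except under library size alone.

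Replicate numbers 1, 2 and 3 do not pair mock with overexpression libraries: the deviations from the group means correlated between libraries of the same number at -0.108, -0.129 and -0.09. With the replicate number as a block 1430 unigenes were called. Sums over the isoforms of a Trinity gene were not run, since the table lists 167935 unigenes of as many Trinity genes.

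Of the named unigenes 187 were called. This number ran from 80 (without mock replicate 1) to 219 (without overexpression replicate 3), and was 103 and 101 without overexpression replicates 1 and 2. None changed direction under any setting. Under DESeq2 5 of 258 lost the threshold and 49 gained it, under limma-voom 42 and 3, under library size alone 26 and 11, under DESeq2's size factors 0 and 5, and with no filter 0 and 70. The RT-qPCR unigenes were called in 7 or 8 of 8 cases with libraries left out, 7 without mock replicate 1.

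The lowest correlation within a group lay above the highest across groups by 0.0057, and by 0.0095 with Spearman correlation. On unlogged CPM this gap reversed to -0.194. The cause was not tested.

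Over the 5 keyword sets 88 called members were counted, 135 under DESeq2 on unigenes counted in all 6 libraries (40 for bacteria, 31 for fungi and 23 for SA, against 24, 20 and 15). With libraries left out the sum ran from 19 (without mock replicate 1) to 129 (without mock replicate 2), and was 50, 30 and 27 without mock replicate 3 and overexpression replicates 1 and 2. The range was 1 to 36 for bacteria, 5 to 36 for fungi, 2 to 11 for viruses, 5 to 25 for SA and 5 to 31 for JA. The cause was not tested beyond the number of libraries.

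The photosynthesis set passed the threshold under camera with each library left out (BH-adjusted p from 1.04e-18 to 3.39e-08) and with the replicate block (2.93e-15), and did not under fry (0.329, from 0.191 to 0.796 over these settings). Under fry 0 of the 6 planned sets passed, with 0.0549 as the unadjusted p of photosynthesis, and under camera 1 did. The other 5 sets did not pass under camera in any setting (0.437 to 0.985).

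GO terms past the threshold numbered 85, and 141 with DESeq2's calls (120 among down-regulated unigenes). Without yeast-matched unigenes 38 were found among the down-regulated, since terms of yeast cells drop out by construction. With libraries left out the total ran from 68 to 138 and the terms of up-regulated unigenes from 8 to 44, with the extremes without mock replicate 1 and without overexpression replicate 3. TFs, 47 in number, ran from 15 (without mock replicate 1) to 72 (without overexpression replicate 3), with 66, 30, 19 and 23 without mock replicates 2 and 3 and overexpression replicates 1 and 2.

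Depth limits unigenes with few counts: 18 of the 264 unigenes that the paper names did not pass the expression filter, and their fold changes rest on few read pairs.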

Differences from the paper's values

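The paper counts 1092 up-regulated DEGs, where edgeR called 714. Of the alternatives set before the data were examined, the number was within 1.5 times of the paper's under DESeq2 (971), DESeq2 on unigenes counted in all 6 libraries (1092), DESeq2's size factors in edgeR (741), library size alone (932), no filter (1615), at least 1 count in all 6 libraries (799), and without mock replicate 2 (1176) or overexpression replicate 3 (1206). It did not under limma-voom (565), at least 1 CPM in 3 libraries (668), the replicate block (583), glmTreat (121), unadjusted p (1870), and without mock replicates 1 and 3 (229 and 397) or overexpression replicates 1 and 2 (329 and 294). The total of 2473 and the number of down-regulated unigenes of the paper were reached by DESeq2 on unigenes counted in all 6 libraries as well.

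For bacteria the paper gives 40 DEGs, 27 of them down-regulated, against 24 and 15 here. For fungi it gives 31 and 18, against 20 and 11, and for SA 23 and 11, against 15 and 7. Of the alternatives set before the data were examined, DESeq2's calls lay within 1.5 times of the paper's values (36 and 22, 27 and 12, 21 and 9), and the GO identifiers alone did not (20 and 13, 18 and 10, 14 and 7). DESeq2 on unigenes counted in all 6 libraries gave 40 and 26, 31 and 18, and 23 and 11, a setting chosen for these sets after seeing the values.

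The paper gives 127 differentially expressed TFs, against 47 here, a count limited to the listed domains and to 1 domain per unigene. DESeq2's calls, the alternative set before the data were examined, gave 63, and DESeq2 on unigenes counted in all 6 libraries, chosen after seeing the values, gave 64, neither within 1.5 times of the paper's value. For WRKY the paper gives 14 and for bHLH 8, against 9 and 4. DESeq2's calls gave 12 and 7, within 1.5 times of the paper's values, and DESeq2 on unigenes counted in all 6 libraries gave 14 and 8.

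Of the 264 unigenes analysed here that the paper names as DEGs, 71 were tested by edgeR and not called, and 18 did not pass the filter, while DESeq2 on unigenes counted in all 6 libraries, for single unigenes chosen after seeing the values, called all 264 and so drops none of these. Among those not called by edgeR are *WRKY40*, *WRKY50*, *Argonaute 9*, *GLIP1*, *GLR3.6*, XA21, chitinase-1A and 1B and 3 of the proteinase inhibitors. The fold change that the paper states for *HR2* belongs to c93307_g26_i1 (14.7 under DESeq2 on unigenes counted in all 6 libraries), which did not pass edgeR's filter, while the *HR2* unigene of Figure 4a, c11322_g1_i1, had a log2 fold change of 1.36. The paper lists *JMT* among the down-regulated genes, and of the *JMT* unigenes c88568_g2_i1 was up-regulated (2.62) and c67294_g1_i2 lower (-1.76).

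The paper reports SA and JA signaling terms and membrane terms as enriched among up-regulated DEGs, and DNA binding as the most enriched molecular function of both directions. The BH-adjusted Fisher p was 1 for SA mediated signaling, 0.455 for JA mediated signaling, and 1 for plasma membrane, integral component of membrane and DNA binding. No setting tried brought the first 4 past the threshold among up-regulated unigenes, and DNA binding passed it only without overexpression replicate 3 (0.0302, against 1 in each of the other settings). Parent terms were not added, so a unigene listed only under a narrower term was not counted under DNA binding. By Pfam domain, unigenes with a searched DNA-binding domain were called more often than all tested unigenes (10.5% against 4.6%). Among down-regulated unigenes, integral component of membrane was at 0.0721, and past the threshold under DESeq2 (0.0296, over a range from 8.97e-05 to 1 across the settings). As in the paper, photosynthetic terms were enriched among down-regulated unigenes, but chloroplast thylakoid membrane not without mock replicate 1 (0.929) or overexpression replicate 2 (1), and chloroplast not without mock replicates 1 and 2 (0.251 and 0.0743) or overexpression replicate 2 (1). The paper names WRKY as the most overrepresented family among pathogen-responsive DEGs, where by number protein kinase (4 of 41) and gamma-thionin (3) stood before WRKY (2). With DESeq2 on unigenes counted in all 6 libraries the numbers were 5, 2 and 4 of 64. They were not tested against the size of the families. The paper reports more down-regulated than up-regulated DEGs, as edgeR did, while library size alone gave 749 down-regulated and 932 up-regulated.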

Other observations

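In this part, the tests of yeast, the removal of yeast-matched unigenes and the sum of the ABI unigene with its sister were chosen only after the result was seen, while the splits of the libraries, the scaling, the GO sets, the clock lists and the sums over sister unigenes were planned before their results.

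The 6 libraries can be split into 3 and 3 in 10 ways. The real split was 1 of 10 with as many as 1706 calls. With 10 splits this count cannot give a p under 0.10. It therefore cannot decide about chance at 0.05, and no conclusion is drawn from it. In the other 9 splits edgeR called 0 unigenes each (206 to 1530 at an unadjusted p under 0.05), limma-voom called 0, and DESeq2 on unigenes counted in all 6 libraries called 0 to 355, the 355 with mock replicates 1 and 3 and overexpression replicate 3 against the rest.

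More unigenes were called lower than higher in overexpression leaves. With edgeR 992 were lower and 714 higher. Reads on yeast-matched unigenes are excluded as the whole cause, since without yeast-matched unigenes 854 were still lower and 692 higher. The gap between the directions is smaller there. Yeast unigenes without a protein match would stay in these numbers, since only 61072 of the 167935 unigenes have an NR match. Reads of a yeast are therefore not excluded as a cause of the remaining gap. With library size alone 749 were lower and 932 higher, which is what an effect of TMM scaling would give. But library-size scaling raises all log2 fold changes together (their median from -0.01 to 0.11), so such an effect cannot be told apart from a true excess of falls, as it was not tested which scaling is closer to the RNA content of the leaves. The 10 most abundant unigenes took between 6.79 and 8.01% of the counts in mock and between 5.38 and 5.88% in overexpression libraries.

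Unigenes whose best match is a yeast protein, 3602 in number, took 881 ± 179 CPM in mock and 61 ± 33.4 CPM in overexpression libraries. Of these, 3040 match *Debaryomyces*. Of the 127 that were tested, 111 were called lower by edgeR, which is 11.2% of all lower calls, and of the 62 tested by DESeq2 on unigenes counted in all 6 libraries, 1 was called lower. The latter filter leaves out each yeast-matched unigene that fell to 0 in an overexpression library, so the 2 numbers do not compare the same unigenes. A single contaminated library is excluded, since the lowest mock library lay 7.07 times above the highest overexpression library. Plant reads on unigenes that resemble yeast genes are excluded, since 97.1% of the yeast-matched unigenes with at least 10 counts were higher in mock, against 49.7% of the others. The ratio of 14.4 between the groups may come from a difference in handling, which cannot be told apart from the treatment because it follows the groups. A growth of yeast that *MaWRKY45* hinders was not tested and stays open. A response of the mock leaves to yeast cannot be told apart from none: the set response to chitin (120 unigenes, median log2 fold change -0.19, mean -0.14) had a BH-adjusted p of 0.495 under camera, from 0.0204 to 0.878 over the settings, and of 0.695 under fry. Without mock replicate 2 it was lower past the threshold under both (0.0204 and 0.0142).

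Unigenes that match arthropod proteins, 421 in number, had 4353 counts in mock replicate 3, and 0 and 26 in mock replicates 1 and 2 and 0, 4 and 4 in overexpression replicates 1, 2 and 3. None passed the expression filter.

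The unigenes responsive to abscisic acid (286) and to water deprivation (240) passed the threshold as sets, in the direction of lower expression in overexpression leaves. Their median log2 fold changes were -0.15 and -0.11 and their means -0.32 and -0.34, with BH-adjusted p of 0.0125 and 0.0139 under camera and 0.000762 and 0.00941 under fry. Under library size alone, with the median of all unigenes at 0.11, the medians were -0.02 and 0.01 and the means -0.20 and -0.21. With libraries left out or a block, camera ranged from 0.0036 to 0.0367 for abscisic acid and from 0.00677 to 0.0632 for water deprivation, which lost the threshold without mock replicate 3. Under fry, water deprivation lost it with the block (0.0617) and without overexpression replicates 1 and 2 (0.0701 and 0.077). A lower water-deficit response of the whole leaf in overexpression plants cannot be told apart from a change in some members of these sets, since 38.1 and 40% of the members were higher and genes of these sets prompted the test. The design does not separate an effect of the gene from one of watering.

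Harvest at another time of day could move clock genes. The list of 4 evening unigenes had a median log2 fold change of -0.34 (-0.66 to -0.14) and that of 4 morning unigenes -0.13 (-0.90 to 0.35). The largest size among both was 0.899 (a PRR73 unigene, edgeR's BH-adjusted p = 0.0461), so that none of the 8 reached the fold threshold. With so few genes a shift in harvest time cannot be told apart from none.

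Of the unigenes of Table S4, 11 have a sister unigene with the same best protein match. Log2 ratios of the group means of TMM CPM were computed with a pseudocount of 0.1, for each unigene alone and summed with its sisters. Summed, 10 kept a fold change of at least 2 in the same direction, so reads shared between sisters are excluded as the whole cause of those changes. The peroxidase 70 and 70-B unigenes are each other's sister and count as 2 of the 10 with 1 sum (-6.33). The median size of the log2 ratio was 4.02 before and 3.68 after summing. It fell from 3.10 to 1.26 for an IQM3 unigene (c95764_g2_i1) and moved from -5.20 to -3.03 for MYB36, so shared reads may make up part of these changes. The exception is the ABI unigene, at -3.69 alone (-3.96 in edgeR's fit) and -0.881 summed, for which reads shared with its sister are a candidate explanation. Against it, the paper reports RT-qPCR profiles comparable to RNA-seq for the ABI unigene and for MYB36. RT-qPCR does not rest on the assignment of reads. Whether the primers separate these unigenes from their sisters was not tested here.

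Unigenes with no assigned yeast, bacterial, arthropod, vector or banana WRKY origin were searched for at least 10 counts in every library of one group. These include unannotated unigenes, so they need not be of plant origin. Of them, 7 had no count in any overexpression library and 6 had none in any mock library, and 0 did so in the 9 other splits. Of 29 protein matches with at least 2 called unigenes, 25 had calls in 1 direction and 4 in both. One of the latter is nudix hydrolase 2-like, with c86039_g1_i1 up-regulated and c101056_g1_i1 down-regulated.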
